# Genome-wide immunity studies in the rabbit: transcriptome variations in peripheral blood mononuclear cells after in vitro stimulation by LPS or PMA-Ionomycin

**DOI:** 10.1186/s12864-015-1218-9

**Published:** 2015-01-23

**Authors:** Vincent Jacquier, Jordi Estellé, Barbara Schmaltz-Panneau, Jérôme Lecardonnel, Marco Moroldo, Gaëtan Lemonnier, Jason Turner-Maier, Véronique Duranthon, Isabelle P Oswald, Thierry Gidenne, Claire Rogel-Gaillard

**Keywords:** Rabbit, Transcriptome, Immune response, Microarray, Peripheral blood mononuclear cells, In vitro stimulation, LPS, PMA-Ionomycin

## Abstract

**Background:**

Our purpose was to obtain genome-wide expression data for the rabbit species on the responses of peripheral blood mononuclear cells (PBMCs) after in vitro stimulation by lipopolysaccharide (LPS) or phorbol myristate acetate (PMA) and ionomycin. This transcriptome profiling was carried out using microarrays enriched with immunity-related genes, and annotated with the most recent data available for the rabbit genome.

**Results:**

The LPS affected 15 to 20 times fewer genes than PMA-Ionomycin after both 4 hours (T4) and 24 hours (T24), of in vitro stimulation, in comparison with mock-stimulated PBMCs. LPS induced an inflammatory response as shown by a significant up-regulation of IL12A and CXCL11 at T4, followed by an increased transcription of IL6, IL1B, IL1A, IL36, IL37, TNF, and CCL4 at T24. Surprisingly, we could not find an up-regulation of IL8 either at T4 or at T24, and detected a down-regulation of DEFB1 and BPI at T24. A concerted up-regulation of SAA1, S100A12 and F3 was found upon stimulation by LPS.

PMA-Ionomycin induced a very early expression of Th1, Th2, Treg, and Th17 responses by PBMCs at T4. The Th1 response increased at T24 as shown by the increase of the transcription of IFNG and by contrast to other cytokines which significantly decreased from T4 to T24 (IL2, IL4, IL10, IL13, IL17A, CD69) by comparison to mock-stimulation. The granulocyte-macrophage colony-stimulating factor (CSF2) was by far the most over-expressed gene at both T4 and T24 by comparison to mock-stimulated cells, confirming a major impact of PMA-Ionomycin on cell growth and proliferation. A significant down-regulation of IL16 was observed at T4 and T24, in agreement with a role of IL16 in PBMC apoptosis.

**Conclusions:**

We report new data on the responses of PBMCs to LPS and PMA-Ionomycin in the rabbit species, thus enlarging the set of mammalian species for which such reports exist. The availability of the rabbit genome assembly together with high throughput genomic tools should pave the way for more intense genomic studies for this species, which is known to be a very relevant biomedical model in immunology and physiology.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1218-9) contains supplementary material, which is available to authorized users.

## Background

The rabbit (*Oryctolagus cuniculus*) is a wild and domesticated species that is used for many purposes including production for meat and fur, biotechnological applications (e.g. antibody production, cloning), and as a tool for the study of nutrition, reproduction, toxicology, pharmaceutical research, and pathologies [1-4]. In fact, the rabbit has been extensively used as a model to study infectious diseases such as tuberculosis, syphilis, anthrax, tularemia, poxvirus diseases, and hepatitis E. Rabbits are also used for research on autoimmune diseases such as systemic lupus erythematosus [5]. The rabbit immune system generates antibody diversity and optimizes affinity through mechanisms that are more efficient than those of mice and other rodents. Due to their high specificity and affinity, rabbit antibodies are commercially available for a large number of target antigens.

The rabbit has been included in the Mammalian Genome Project [6] and a 2X followed by a 7X coverage version of the rabbit genome sequence has been released in 2005 and 2009, respectively. The reference genome assembly OryCun2.0 (AAGW00000000.2, http://www.ncbi.nlm.nih.gov/genome/?term=oryctolagus%20cuniculus) has provided insights to decipher the impact of the domestication process on shaping genomes [7]. Genomic tools are growing for the rabbit species, complementary to the onset of more and more cost-effective high throughput sequencing methodologies, paving the way to large scale genome-wide expression studies [4]. However, very few genome-wide expression studies have been reported to date in the rabbit and most of which have focused on early embryogenesis [8-10] pluripotent stem cells [11], implantation during gestation [12], ocular research [13,14] and response of different organs to Eimeria infections [15-17]. Although rabbits have proven very useful in immunological and infectious disease research, genome-wide expression studies targeting the immune response to various challenges are still limited. Our aim was to create genome-wide gene expression datasets representative of various in vitro stimulations of immune cells in rabbits in order to increase knowledge on the rabbit immune responses, to provide new rabbit-specific data for comparative immunology, and to promote that transcriptomics-based approaches are efficient to provide molecular phenotype information to analyze immunity in the rabbit species. We chose to study variations of the transcriptome in rabbit peripheral blood mononuclear cells (PBMCs) using two different stimulations expected to induce either an innate immune response (lipopolysaccharide (LPS stimulation)) or a lymphocyte proliferation (mixture of phorbol myristate acetate (PMA) and ionomycin (PMA-Ionomycin stimulation)). LPS is part of the outermost layer of gram-negative bacteria and is a pathogen-associated molecular pattern (PAMP) used for in vitro studies of the innate immune response after bacterial infection. PMA, in conjunction with ionomycin, act preferentially on growth and proliferation of immune cells, and stimulate the intracellular production of the cytokines IL2 and IL4. Both stimulations were chosen as they are classically used to induce distinct types of immune responses for further characterization. This study stands as the rabbit counterpart of a similar study that was conducted in pig [18], and that has provided much new data on the main gene pathways that were modified following each stimulation. For this purpose, we have designed a rabbit long oligonucleotide-based DNA microarray, by enriching a previously customized gene expression design (GPL16482) with a set of well-annotated genes known to be involved in immune and inflammatory responses. We report the striking features of gene expression changes in response to both stimulations over time, relying on gene expression microarrays that are informative, cost-effective and easy to use for genome-wide expression studies in the rabbit. To our knowledge, our study reports for the first time the modifications of transcriptome profiling of PBMCs upon LPS of PMA-Ionomycin stimulation in the rabbit species.

## Results

### A well-annotated gene expression platform enriched in immunity-related genes for the rabbit species

The rabbit gene expression microarray used in this study combines the customized microarray design (GPL16482) with a set of 453 specific rabbit genes involved in the immune system process (GO: 0002376), and identified to be missing on the previous array. Gene set information is available in the Additional file 1. This custom microarray has been updated with the latest annotation generated by the rabbit sequencing consortium [7].

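On each array, 61657 spots of the scanner files are not control spots, and carry 42089 different probes. The files give a chromosome position for 22483 of these non-control spots (36.5%), on oryCun2, the genome build named in the file headers. Of the 453 genes of Additional file 1, 452 have a probe under their identifier. They account for 460 probes, most of which were spotted 3 times. The other probes were named through the RefSeq gene table of the mOryCun1.1 assembly, from which no position was used. It named 9684 probes by RefSeq accession and 8879 by gene number, and a further 1936 took the gene name of the files. An identifier without a gene symbol was kept for 20911 probes. Of the 2739 probes whose systematic name is a RefSeq accession, 2386 were found in the table. The probes then measured 28740 genes, 9501 of them with a gene symbol, and 4120 of the latter were measured by more than 1 probe. Probes of genes with a symbol occupied 21169 non-control spots (34.3%).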

The resulting microarray platform includes 61655 probes, 50443 of which have chromosome coordinates (82%) and 44670 are annotated (72%). These annotated probes specify 11899 genes with a symbol approved by the HUGO Gene Nomenclature Committee. Indeed, the majority of probes found differentially expressed (DE) after LPS or PMA-Ionomycin treatment were annotated, as shown on Table 1.

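A gene was called DE when its adjusted p from limma was under 0.05 in the comparison with mock-stimulated PBMCs of the same time. After LPS stimulation, 195 of the DE genes at T4 (66.6%) had a gene symbol, and 160 at T24 (46.9%). After PMA-Ionomycin stimulation, 2486 DE genes at T4 (37.9%) and 3549 at T24 (36.7%) had one.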

**Table 1:** **Number of genes found up- or down-regulated (FDR < 0.05) after stimulation, and percentage of probe annotation**

**Stimulation**	**Genes up-regulated**	**Genes down-regulated**	**Total DE genes**	**Percentage of annotation**
LPS at T4	35	281	316	90.82
LPS at T24	212	165	377	90.98
PMA-Ionomycin at T4	2273	2477	4750	80.93
PMA-Ionomycin at T24	3414	4039	7453	75.51

### Clustering of samples and comparative effect of LPS and PMA-Ionomycin stimulations

PBMCs were isolated from four rabbit blood samples and either mock-stimulated or stimulated with LPS or PMA-Ionomycin for 4 (T4) and 24 (T24) hours. 

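PBMCs are the mononuclear cells of the blood, mainly lymphocytes and monocytes. LPS was used at 1 µg/mL, PMA, a phorbol ester that activates protein kinase C, at 10 ng/mL, and ionomycin, a calcium ionophore, at 1 µg/mL. RNA of each culture was labelled with Cy3 and hybridised to a one-colour Agilent array, which gave 24 arrays in 6 groups of 4 rabbits (rabbits 1, 2, 4 and 5), each rabbit being present in every group. The arrays lie on 3 slides of 8 arrays, each with arrays of all 6 groups. The authors deposited the Feature Extraction output of each array, with spot intensities that were not normalized between arrays, and a table of log2 values, which equal the log2 median signal minus the mean of the array (largest difference 5e-09). The share of non-control spots well above background at T4 was 51.4 to 59.8% (median 56.8%) after LPS, 52.6 to 60.0% (median 59.2%) after PMA-Ionomycin and 55.2 to 60.8% (median 57.6%) in mock-stimulated samples. At T24 it was 57.6 to 62.3% (median 59.5%) after LPS, 56.7 to 61.0% (median 60.1%) after PMA-Ionomycin and 57.5 to 61.2% (median 59.2%) in mock-stimulated samples. Over all arrays 1 non-control spot was saturated, and 280 to 370 spots per array were marked as outliers. Following the methods of the paper, the median signal of each spot was taken in log2 and the median of the non-control spots of the array was subtracted. Spots were then averaged per probe and probes per gene, without control spots and spots marked as outliers. A linear model with a mean for each of the 6 groups was fitted to all 24 arrays with lmFit and eBayes of limma, and p-values were adjusted over all genes by the Benjamini-Hochberg method. Levels are given as log2 signal relative to the median of the array, as mean ± SD over 4 rabbits. Positions, on oryCun2, span the probes of a gene. A gene counts as well above background on an array where most of its probes are. A gene that is so on no array of a group, and has no probe that is so on all 4, has only a bound there, and its change is given as at least N-fold. The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the signal of the gene and the lowest signal among probes well above background. The number of arrays limits the precision.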

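Over the 28626 genes without a missing value, each scaled to unit variance, the first principal component of the log2 signals held 28.5% of the variance and the second 19.2%. On the second component, samples stimulated by PMA-Ionomycin had scores of 143 ± 6.38 (SD, n = 4 rabbits) at T24 and 33.2 ± 13.6 at T4. On the first component they had 57.7 ± 56.1 and -64.7 ± 75.7. The latter mean rests in part on rabbit 2, whose score was -178 against -36.3 to -20.7 in the other rabbits. The separation of a pair of groups on both components was measured by the mean silhouette width, which is near 1 for groups that lie far apart and near 0 for groups that overlap, and by an exact permutation test on the distance between group means. PMA-Ionomycin samples of T4 and T24 had a silhouette width of 0.543. None of the other splits of these 8 arrays gave as large a distance (exact permutation p = 0.0286, the smallest that 35 splits allow, and 0.0429 after adjustment over the 15 pairs of groups). Without scaling the genes, the width was 0.891.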

The principal component analysis (PCA; Figure 1) revealed that all samples stimulated by PMA-Ionomycin clustered according to the treatment and the time of stimulation (T4 or T24). The two time-based clusters were clearly separated from mock-stimulated or LPS-stimulated samples. Conversely, mock-stimulated and LPS-stimulated samples defined two close clusters at T4 but a unique cluster that consisted of samples from both treatments at T24. 

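At T24, the silhouette width of PMA-Ionomycin samples was 0.666 against mock-stimulated samples and 0.7 against LPS-stimulated samples, both with the smallest exact permutation p. At T4 the widths were smaller, 0.223 against mock (exact p = 0.0571, adjusted 0.0779) and 0.113 against LPS (exact p = 0.2, adjusted 0.214). On the second component alone, all PMA-Ionomycin scores of T4 (21 to 47.5) lay above all mock scores (-53.1 to 3.38) and all LPS scores (-37.4 to -14.3) of that time. With quantile normalization the width of PMA-Ionomycin against mock at T4 was 0.635, and without scaling of genes it was 0.774, where no other split gave as large a distance. With the processed signal it was 0.343 (exact p = 0.0857). Against LPS at T4 the width was 0.389 with quantile normalization (exact p = 0.0286), 0.702 without scaling of genes (exact p = 0.0286) and 0.405 with the processed signal (exact p = 0.0571).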

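The silhouette width of mock-stimulated against LPS-stimulated samples was 0.0723 at T4, where 6 of 35 splits gave as large a distance between group means (exact permutation p = 0.171), and -0.102 at T24, where 25 of 35 splits did (exact p = 0.714). The distance between the group means was 81.4 at T4 and 22.2 at T24, in units of the component scores. Quantile normalization gave a width of 0.403 at T4, with no other split as large, and -0.0312 at T24 (exact p = 0.371).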

The hierarchical clustering analysis (HCA; Additional file 2) confirmed the PCA results. 

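Hierarchical clustering of the 24 arrays kept the 4 arrays of each group together when the tree was divided into 2, 3 or 4 clusters. With 2 clusters, mock and LPS samples of T24 were parted from all other arrays. With 4 clusters, mock and LPS samples of T4 formed a cluster, as did mock and LPS samples of T24, and the PMA-Ionomycin samples of T4 and of T24 each formed their own. With 5 clusters, the LPS sample of rabbit 5 at T4 joined 3 mock samples of T4, and the mock sample of rabbit 1 at T4 joined the 3 other LPS samples. Leaving out dim probes gave the same 4 clusters.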

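Each group of 4 arrays was searched for an array far from the others by Dixon's ratio, the gap between the extreme value and its neighbour divided by the range, against its 95% critical value for 4 samples. Of 24 groups of array measures, such as the share of spots well above background, 1 passed it, and of 12 groups of scores on the principal components 1 did, where chance gives about 1 in 20. Both concern rabbit 2 after PMA-Ionomycin at T4. Its share of spots well above background was 52.6% against 59.0 to 60.0% in the other rabbits (ratio 0.866), and its score on the first component had a ratio of 0.9.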

Since no sample was found as an outlier, all biological samples were considered for the following steps of the analysis.

**Figure 1:**
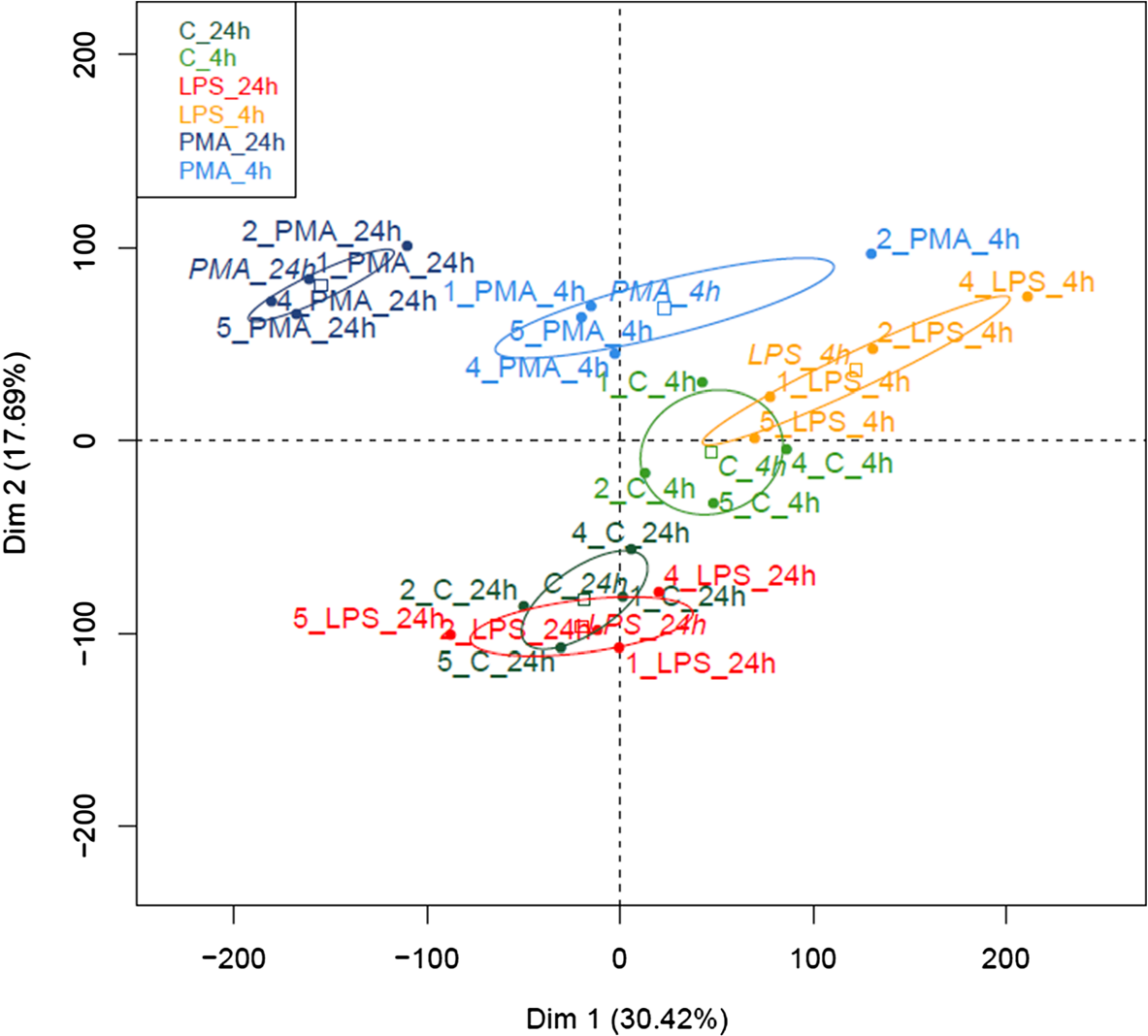
**Principal component analysis of microarray data, classified by biological replicates.**

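The interaction of stimulation and time, which tests whether the change against mock-stimulated samples differed between T4 and T24, passed an adjusted p of 0.05 for 547 genes after LPS by limma. The log2 FC was more positive at T24 for 479 of them and more negative for 68. After PMA-Ionomycin it passed for 6472 genes, 4112 more positive and 2360 more negative. Another scaling moved these splits. With the processed signal scaled to its 75th percentile, 127 and 57 genes passed after LPS and 3293 and 2945 after PMA-Ionomycin. With quantile normalization 547 and 200 passed after LPS, and with normexp before it 552 and 202. The number for LPS depends on single rabbits: 3 genes passed without rabbit 2, 29 without rabbit 4, 181 without rabbit 5 and 404 without rabbit 1. Mock samples of T24 and T4 differed in 3601 genes by limma, a comparison chosen after the data were seen. The interaction does not tell a change in stimulated samples from one in mock samples.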

The differential expression analysis revealed that the number of DE genes increased with time for both stimulations (Table 1). However, the number of DE genes after LPS stimulation at T4 and T24 was approximately 15 to 20 times lower than after PMA-Ionomycin stimulation. 

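The number of DE genes after PMA-Ionomycin was 22.4 times that after LPS at T4 and 28.4 times at T24. With the rabbit as a block the ratio was 6.09 at T4 and 14.2 at T24. The processed signal gave the highest ratio at T4, 870.4, since 8 genes were called after LPS.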

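LPS stimulation changed 293 genes at T4 and 341 at T24 at an adjusted p under 0.05 by limma, with 3997 and 3150 genes at an unadjusted p under 0.05. When only the 8 arrays of the comparison were fitted, limma called 0 genes at T4 (3506 at an unadjusted p under 0.05) and 64 at T24. The rabbit as a block gave 1227 and 739. Leaving out a rabbit gave between 0 and 119 genes at T4, with 0 without rabbit 2 (3169 at an unadjusted p under 0.05 by limma) and without rabbit 4 (2078), and between 86 and 608 at T24. The authors' tables for LPS list 316 genes at T4, of which 239 were found by name among the genes tested here. All of these had the same direction and 180 were called. For T24, 297 of 377 genes were found, 296 with the same direction and 173 called. Across these genes, which are not independent replicates, Pearson's r of the log2 FC with that of the authors was 0.979 at T4 and 0.99 at T24.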

Sets of 316 and 377 DE genes were found after LPS stimulation at T4 and T24, respectively (FDR < 0.05). By contrast, sets of 4750 and 7453 DE genes were detected at T4 and T24, respectively, after PMA-Ionomycin stimulation (FDR < 0.05). In addition, the fold change (FC) values with LPS-stimulation varied from −3.38 to 3.20 at T4 and from −9.64 to 50.10 at T24, compared to mock-stimulation. 

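After PMA-Ionomycin, 6558 genes were called at T4 and 9670 at T24. Leaving out a rabbit gave 4728 to 6229 genes at T4 and 7918 to 9029 at T24. The fit to single probes called 10036 and 14566 probes, and a required FC of at least 2 left 2660 and 4672 genes.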

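Among DE genes with a symbol, the FC after LPS ranged from -3.4 (CTSE) to 4.84 (IL23A) at T4 and from -9.77 (PALLD) to 49.4 (F3) at T24. With called genes that have no symbol, the lowest FC at T24 was -11.1. The scaling shifts every FC of a comparison. The median log2 FC of all genes after LPS at T4 was 0.058, and 0.22 with the processed signal.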

For PMA-Ionomycin stimulation, the FC values ranged from −48.36 to 227.98 at T4 and from −146.61 to 57.58 at T24 (Table 2). 

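For PMA-Ionomycin, the FC of DE genes with a symbol ranged from -45.8 (CALHM6, the FAM26F of Table 2) to 236 (CSF2) at T4 and from -141 (S100A8) to 60.5 (CSF2) at T24. With called genes that have no symbol, it ranged from -45.8 to 249 at T4 and from -221 to 91.4 at T24. The median log2 FC of all genes was 0.049 at T4 and 0.029 at T24. With the processed signal it was -0.16 and -0.26. At T24 it was -0.11 with the mean-centred values of the deposited table and 0.14 when dim probes were left out.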

The differential analysis showed that the transcriptome profile of PBMCs varied considerably after PMA-Ionomycin treatment in comparison to the LPS treatment. The striking differences in the number of DE genes and the FC values between LPS and PMA-Ionomycin treatments might explain the close clustering between LPS and mock-stimulated samples.

**Table 2:** **Top-ten DE genes after LPS or PMA-Ionomycin stimulation, T4 and T24**

		**T4**			**T24**		
		**Gene symbol**	**FC** ^**1**^	**Adj.P.Val**	**Gene symbol**	**FC** ^**1**^	**Adj.P.Val**
LPS	Up - regulation	CXCL11	3.20	4.11E-02	F3	50.10	2.91E-04
		LMTK2	2.69	1.45E-02	IL6	26.96	2.09E-04
		RETN	2.35	3.11E-02	SAA1	26.27	9.37E-04
		IL12A	2.29	3.85E-02	IL1B	18.12	2.96E-03
		HENMT1	2.28	4.87E-02	IL10	17.61	6.48E-04
		UBE2D2	2.11	4.44E-02	IL36G	17.11	9.49E-05
		EVA1B	2.10	4.96E-02	S100A12	15.74	4.69E-02
		SPTBN4	1.95	3.85E-02	TNIP3	11.33	1.57E-03
		PKHD1L1	1.56	4.11E-02	HBEGF	9.67	2.49E-05
		NOS2	1.47	4.72E-02	CCL4	9.10	4.12E-02
	Down - regulation	CTSE^2^	−3.38	3.11E-02	PALLD	−9.64	2.33E-05
		CHI3L1	−2.90	3.44E-02	MLANA	−8.12	4.55E-07
		SAMHD1	−2.90	3.85E-02	DEFB1	−6.9	3.05E-03
		CLEC4D	−2.89	3.28E-02	ATP6V0D2	−6.59	4.25E-06
		ALDOA	−2.83	1.92E-02	CLEC7A	−6.23	6.12E-06
		TKT	−2.82	2.25E-02	SLAMF7	−6.09	1.86E-04
		ATP6V0B	−2.79	1.25E-02	ASPA	−5.15	3.65E-04
		PGAM1	−2.78	3.84E-02	CTBS	−4.98	3.24E-04
		COMT	−2.78	6.21E-03	BPI	−4.92	5.73E-03
		FHOD1	−2.78	1.63E-02	MPEG1	−4.46	1.65E-03
PMA - Ionomycin	Up - regulation	CSF2^3^	227.98	5.78E-12	CSF2^3^	57.58	1.99E-10
		IL13^3^	144.98	4.40E-18	BCO2^4^	51.95	1.07E-13
		IL4^3^	105.19	7.22E-12	CD70^4^	34.74	2.65E-11
		NFKBID^3^	61.72	3.67E-14	RGCC^3^	31.77	4.15E-12
		TBX21^3^	57.61	1.40E-14	SPRY1^3^	29.99	6.87E-17
		SPRY1^3^	53.40	2.41E-18	ZBTB32^3^	29.31	1.26E-11
		IL2^3^	40.01	9.61E-18	CCNB1^4^	21.20	3.78E-11
		RGCC^3^	33.61	5.83E-12	I2^3^	20.36	1.07E-15
		MMP3^3^	33.33	3.67E-14	LAG3^3^	19.70	7.93E-12
		IL10^3^	33.33	2.28E-06	NCAPG^4^	18.80	2.07E-12
	Down - regulation	FAM26F	−48.36	3.10E-11	S100A8^3^	−146.61	4.01E-08
		RBP4^3^	−32.07	2.32E-08	RBP4^3^	−67.53	4.27E-10
		TRAF3IP3^3^	−21.39	6.70E-11	MGP	−58.62	4.98E-13
		IL16^3^	−18.62	4.17E-10	DEFB1	−51.43	6.61E-09
		LTB^3^	−18.29	1.24E-07	S100A12^3^	−42.78	1.89E-04
		TM4SF5^3^	−16.79	1.27E-09	ACTA2	−40.95	1.71E-12
		CD79B	−16.07	1.37E-06	LTB^3^	−33.98	2.45E-09
		MYRFL^3^	−15.90	3.67E-14	PID1^3^	−33.27	7.21E-09
		TLR10	−15.62	7.66E-11	TM4SF5^3^	−32.16	2.12E-11
		TNFAIP8L2^3^	−14.95	6.25E-05	CYBB^3^	−31.07	8.87E-12

^1^FC: fold change.

^2^Genes found to be DE in the same direction (either down- or up-regulated compared to mock-stimulation) at both T4 and T24 post-stimulation by LPS.

^3^Genes found to be DE in the same direction (either down- or up-regulated compared to mock-stimulation) at both T4 and T24 post-stimulation by PMA-Ionomycin.

^4^Genes that were down-regulated at T4 in contrast to T24.

### Genes and biological functions affected by LPS stimulation

At T4, most DE genes were down-regulated (89% of DE genes) as shown in Table 1 and Figure 2. 

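After LPS at T4, 277 DE genes were lower and 16 higher than in mock-stimulated samples, so that 94.5% were down-regulated. The share was 77.7% (87 of 112 genes) with quantile normalization and 75.5% (77 of 102) with normexp before it. All of the down-regulated genes had a negative log2 FC under each of the 15 alternatives in which they were followed, but 82 of them (29.6%) were still called with quantile normalization and 6 (2.17%) with the processed signal. None of them was called by limma without rabbit 2 or without rabbit 4. The median log2 difference of these genes was -0.37 in rabbit 1, -0.91 in rabbit 2, -1.65 in rabbit 4 and -0.75 in rabbit 5.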

The most down-regulated gene was the Cathepsin E gene (CTSE), which is an aspartyl protease, followed by the chitinase 3-like 1 gene (CHI3L1), which encodes a glycoprotein. 

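CTSE (chromosome 16, 66255087 to 66255243) had a level of 2.34 ± 0.96 (SD, n = 4 rabbits) after LPS at T4 and 4.10 ± 0.55 in mock-stimulated samples. Its log2 FC was -1.77 (standard error 0.41, adjusted p = 0.0429) by limma, and it was lower in 4 of 4 rabbits, with differences of -2.87 to -1.10. The call held under 8 of 17 alternatives, and leaving out rabbit 4 moved the log2 FC to -1.40. CHI3L1 had a log2 FC of -1.54 (standard error 0.39, adjusted p = 0.0561), lower in 4 of 4 rabbits. It did not pass the threshold, and passed it when dim probes were left out, with the rabbit as a block and with array weights.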

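SAMHD1 had a log2 FC of -1.54 (standard error 0.33, adjusted p = 0.0371) after LPS at T4, lower in 4 of 4 rabbits. Among other genes of Table 2, TKT, ATP6V0B, PGAM1 and FHOD1 were lower in 4 of 4 rabbits, with log2 FC between -1.50 (TKT) and -1.48 (FHOD1), and all were called. ATP6V0B had the smallest adjusted p of these (0.0152). SAMHD1 and these 4 genes lost their call without rabbit 2, without rabbit 4 and when only the arrays of the comparison were fitted. SAMHD1 and PGAM1 also lost it with each of the other 4 scalings. CLEC4D and ALDOA were not analysed here.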

Other genes of interest that were down-regulated include the SAM domain and HD domain 1 gene (SAMHD1), the C-type lectin domain family 4, member D gene (CLEC4D), which encodes a member of the C-type lectin/C-type lectin-like domain (CTL/CTLD) superfamily, and the aldolase A, fructose-bisphosphate gene (ALDOA). The top ten down-regulated genes at T4 are listed in Table 2. The CD14 molecule gene, known to encode a surface antigen expressed on monocytes and macrophages and involved in mediating the innate immune response to LPS, was found to be down-regulated with a FC value of −2.31 (Additional file 3). 

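The CD14 probe (chromosome 3, 22754641 to 22754700) had a level of 5.83 ± 0.45 after LPS and 7.38 ± 0.49 in mock-stimulated samples at T4. The log2 FC was -1.55 (standard error 0.33, adjusted p = 0.0376), and the 4 rabbits had differences of -2.18 to -0.86. The call held under 10 of 17 alternatives. It was lost with each of the other 4 scalings, without rabbit 2, without rabbit 4 and when only the arrays of the comparison were fitted. At T24 the log2 FC of CD14 was -0.13 (adjusted p = 0.98), and the change of the log2 FC between times was not significant (adjusted p = 0.119).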

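CXCL11 had a log2 FC of 1.65 (standard error 0.41, adjusted p = 0.054) after LPS at T4, higher in 4 of 4 rabbits by 0.62 to 3.14. It did not pass the threshold, and passed it when dim probes were left out, with the rabbit as a block, with array weights and without rabbit 1. LMTK2 was called, with 1.42 (standard error 0.27, adjusted p = 0.0218). Its rabbit 5 stood apart, with a difference of 0.42 against 1.63 to 1.82 in the others. EVA1B, another gene of Table 2, had 1.06 (adjusted p = 0.0599). RETN was not analysed here. IL23A, which the paper does not report at this time, had the largest FC among the DE genes with a symbol. Its log2 FC was 2.27 (standard error 0.51, adjusted p = 0.0403), with differences of 0.054 to 3.48 in the 4 rabbits, and its call held under 7 of 16 alternatives. At T24 the log2 FC of IL23A was 3.70 (adjusted p = 0.000217 by limma), so that it was called higher at both times.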

The most up-regulated genes were the chemokine (C-X-C motif) ligand 11 (CXCL11), the lemur tyrosine kinase 2 (LMTK2), which is involved in endosomal membrane trafficking, and the resistin gene (RETN). Other genes that were up-regulated include the interleukin 12A (IL12A) together with the nitric oxide synthase 2, inducible gene (NOS2) which is inducible by LPS in the presence of IL12, and the ubiquitin-conjugating enzyme E2D 2 (UBE2D2).

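IL12A (5 probes, chromosome 14, 54464043 to 54464106) had a log2 FC of 1.19 (standard error 0.29, adjusted p = 0.0483) after LPS at T4, higher in 4 of 4 rabbits. Its call held under 7 of 16 alternatives and was lost whenever a rabbit was left out. NOS2 was well above background on 0 LPS arrays and 1 mock array at T4, so that no FC is given (adjusted p = 0.613 by limma). UBE2D2 was not analysed here.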

**Figure 2:**
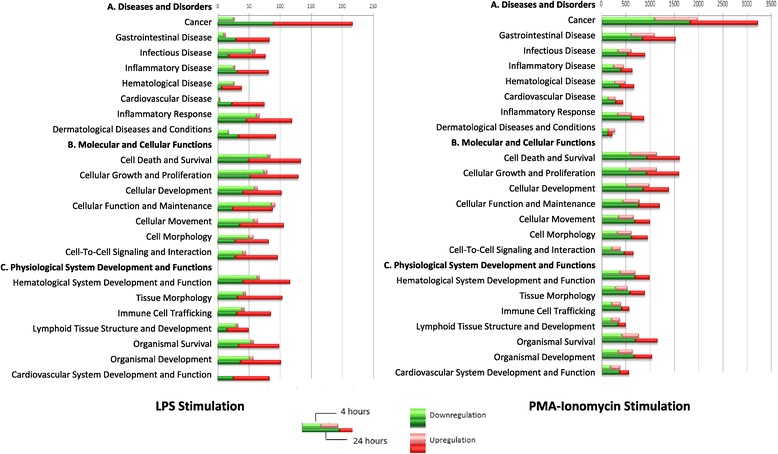
**Top biological functions classified by the IPA system, with corresponding number of molecules after LPS and PMA-Ionomycin activation.**

At T24, the LPS activation revealed a switch towards a majority of genes being up-regulated (212 up vs. 165 down-regulated genes; see Table 1 and Figure 2), with higher FC values than at T4, ranging from −9.64 to 50.10 (Table 2). 

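At T24, 175 genes were higher and 166 lower after LPS, so that 48.7% of the DE genes were down-regulated. The split was 155 against 138 with the processed signal, 155 against 162 with the slide as a block and 232 against 376 without rabbit 5. Of the 56 genes named here for LPS, the interaction of stimulation and time was significant for 25, and 13 of these had the larger change at T24. For 3 of the 25 a group at 1 of the times was not well above background, which limits the value. Of 188 interactions of named genes after both stimulations, 25 more were significant with the rabbit as a block, and 36 and 31 were lost without rabbit 2 and rabbit 4.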

The most up-regulated gene was the coagulation factor III (thromboplastin, tissue factor) (F3). 

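F3 (2 probes, chromosome 13, 70011242 to 70013941) had a level of 6.84 ± 1.08 (SD, n = 4 rabbits) after LPS at T24 and 1.22 ± 2.28 in mock-stimulated samples, a log2 FC of 5.63 (standard error 0.89, adjusted p = 0.000851). The 4 rabbits rose by 4.32 to 7.17, more than the spread between them. In mock-stimulated samples of rabbits 1, 2 and 4 the levels were 3.84, 2.39 and -0.36, and lower still in rabbit 5, and 2 of the 4 mock arrays were well above background. The call was lost without rabbit 4 and when only the arrays of the comparison were fitted.

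**Figure D1:**
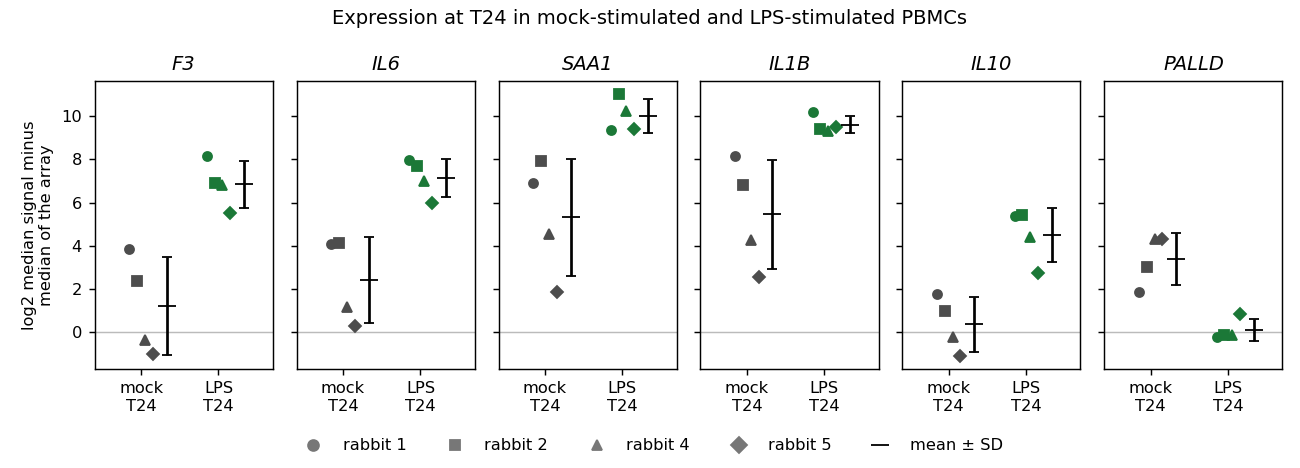
Levels of F3, IL6, SAA1, IL1B, IL10 and PALLD at T24 in mock-stimulated and LPS-stimulated PBMCs, as log2 median signal minus the median of the array. Points are the 4 rabbits, and bars the mean ± SD. The highest mock level of F3, 3.84, lies below all LPS levels.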

Among the top ten up-regulated genes (Table 2), an important subset of genes was connected to the inflammation process, and included genes that encode the proinflammatory cytokines IL6, IL1B, and IL36G, the Serum Amyloid A1 protein (SAA1), the chemokine (C-C motif) ligand 4 (CCL4), and the interleukin 10 (IL10) known to have pleiotropic effects on immunoregulation and inflammation. 

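IL6 (chromosome 10, 7776269 to 7776332) had a log2 FC of 4.73 (standard error 0.72, adjusted p = 0.000618) after LPS at T24, from a level of 2.43 ± 1.99 in mock-stimulated samples to 7.15 ± 0.88. SAA1 had 4.70 (standard error 0.81, adjusted p = 0.00248), IL1B 4.16 (adjusted p = 0.00437), IL10 (chromosome 16, 65583372 to 65584326) 4.12 (adjusted p = 0.00083) and IL36G 4.08 (adjusted p = 0.000131). IL10 was well above background on 3 and IL36G on 2 of 4 mock arrays. All were higher in 4 of 4 rabbits. SAA1, IL1B and IL10 lost their call without rabbit 4. The rabbits differed in their mock level, with 4.10, 4.13, 1.17 and 0.29 for IL6 and 8.17, 6.82, 4.26 and 2.54 for IL1B in rabbits 1, 2, 4 and 5. CCL4 was higher in 4 of 4 rabbits, with a log2 FC of 3.18 (standard error 0.84, adjusted p = 0.066), and did not pass the threshold. It passed when dim probes were left out, with the rabbit as a block and with array weights.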

TNF was also found to be up-regulated (Additional file 4) together with the gene encoding the TNFAIP3 Interacting Protein 3 (TNIP3). In addition, the heparin-binding EGF-like growth factor (HBEGF) and the S100 calcium binding protein A12 (S100A12) were in the top ten up-regulated genes. 

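TNF (5 probes, chromosome 12, 20401867 to 20402008) had a log2 FC of 2.49 (standard error 0.64, adjusted p = 0.0548) after LPS at T24, higher in 4 of 4 rabbits by 1.52 to 3.71, and did not pass the threshold. It passed under 6 alternatives, quantile normalization with and without normexp, the deposited table, dim probes left out, the rabbit as a block and the fit to single probes. At T4 it had 2.10 (adjusted p = 0.103). TNIP3 was not analysed here.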

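HBEGF had a log2 FC of 3.25 (standard error 0.39, adjusted p = 3.49e-05) after LPS at T24, higher in 4 of 4 rabbits, and its call held under 16 of 16 alternatives. It was well above background on 2 of 4 mock arrays. S100A12 was not analysed here.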

The HBEGF gene has been reported to encode a cell surface binding protein potentially involved in macrophage-mediated cellular proliferation, and the S100A12 gene has been shown to be involved in cell cycle progression and differentiation. The most down-regulated gene was the Palladin, Cytoskeletal Associated Protein gene (PALLD). 

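PALLD (5 probes, chromosome 2, 47007043 to 47007600) had a level of 0.10 ± 0.51 (SD, n = 4 rabbits) after LPS at T24 and 3.39 ± 1.18 in mock-stimulated samples. The log2 FC was -3.29 (standard error 0.38, adjusted p = 2.2e-05), lower in 4 of 4 rabbits, and the call held under 16 of 16 alternatives.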

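DEFB1 had a log2 FC of -2.81 (standard error 0.58, adjusted p = 0.0111) after LPS at T24, lower in 4 of 4 rabbits, and lost its call without rabbit 2 and without rabbit 4. BPI had -1.55 (standard error 0.49, adjusted p = 0.152), lower in 4 of 4 rabbits, and did not pass the threshold. It passed with the rabbit as a block and without rabbit 5. MLANA, ATP6V0D2, CLEC7A, ASPA, CTBS and MPEG1, also listed in Table 2, were called with log2 FC between -3.04 and -2.18. CTBS and MPEG1 lost their call without rabbit 4, and MPEG1 was well above background on 3 of 4 LPS arrays. SLAMF7 was not analysed here.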

The top-ten down-regulated genes (Table 2) also included the bactericidal/permeability-increasing protein gene (BPI) and the defensin beta 1 gene (DEFB1). BPI encodes a LPS binding protein and has bactericidal activity on gram-negative organisms. DEFB1 belongs to the defensins reported to form a family of microbicidal and cytotoxic peptides made by neutrophils, and encodes an antimicrobial peptide involved in the resistance of epithelial surfaces to microbial colonization.

A very limited set of 10 genes corresponding to eight annotated genes mostly involved in cellular metabolism was DE at both T4 and T24 following LPS stimulation (Figure 3). 

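After LPS, 6 genes were called at both times, 287 at T4 alone and 335 at T24 alone. Of the 6, 2 were higher at both times, 1 lower at both times and 3 lower at T4 and higher at T24. The number was 10 when dim probes were left out, 15 probes in the fit to single probes, 47 with the rabbit as a block and 0 without rabbit 2 or without rabbit 4, where limma called no gene at T4.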

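LMNA was lower after LPS at T4 (-1.12 (adjusted p = 0.0415)) and at T24 (-1.08 (adjusted p = 0.0349)), where rabbit 5 stood apart with a difference of 0.030. CTSE had a log2 FC at T24 of -1.51 (adjusted p = 0.0721). ACP5 was called at T4 (-1.13 (adjusted p = 0.0391)) and not at T24 (-0.92 (adjusted p = 0.076)), and IRF5 at T24 (-1.18 (adjusted p = 0.0167)) and not at T4 (-0.99 (adjusted p = 0.0574)). All but LMNA at T24 were lower in 4 of 4 rabbits at both times. Their log2 FC did not differ significantly between times, with adjusted p of the interaction between 0.788 and 0.965. With the rabbit as a block CTSE and ACP5 were called at T24 and IRF5 at T4.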

Four genes were down-regulated at both times (Table 3), including the cathepsin E (CTSE), which encodes an asparatyl protease, the acid phosphatase 5, tartrate resistant gene (ACP5), the lamin A/C gene (LMNA), and the interferon regulatory factor 5 (IRF5). 

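The 3 genes called lower at T4 and higher at T24 after LPS include a pair of transcripts of the putative PHYH. The first, with 7 probes, had log2 FC of -1.004 (adjusted p = 0.0218) at T4 and 1.14 (adjusted p = 0.00133) at T24, and the second of -0.87 (adjusted p = 0.0218) at T4 and at least 1.8-fold higher at T24 (adjusted p = 0.00502). Both had the same direction in 4 of 4 rabbits at each time. The change of the log2 FC between times was 2.15 (adjusted p = 0.000419) and 1.72 (adjusted p = 0.000529), the latter against a mock level at T24 not well above background.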

Five probes specifying three genes were found to be DE in opposite orientations at T4 (down-regulation) and T24 (up-regulation). These genes are the membrane protein, palmitoylated 1, 55 kDa gene (MPP1) that encodes a palmitoylated membrane phosphoprotein, the member RAS oncogene family gene (RAB5C), that is a small GTPase, the serologically defined colon cancer antigen 8 (SDCCAG8), and the putative phytanoyl_CoA 2-hydroxylase (PHYH).

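MPP1 had a log2 FC of -1.43 (adjusted p = 0.0381) after LPS at T4 and 1.13 (adjusted p = 0.0804) at T24, with rabbit 1 apart at T4 (a difference of -0.23). RAB5C had -0.86 (adjusted p = 0.0394) and 0.76 (adjusted p = 0.0508), and SDCCAG8 -0.41 (adjusted p = 0.0396) and 0.35 (adjusted p = 0.0639). All were called at T4 and none at T24. They passed at T24 under some alternatives, MPP1 with array weights and without rabbit 1, SDCCAG8 with the deposited table and array weights, and RAB5C under 9. The interaction of stimulation and time was 2.56 (adjusted p = 0.00484) for MPP1, 1.62 (adjusted p = 0.00414) for RAB5C and 0.75 (adjusted p = 0.00484) for SDCCAG8.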

**Figure 3:**
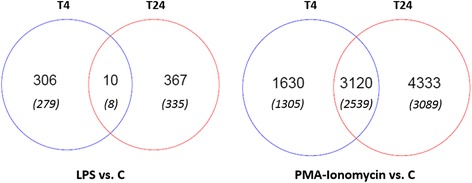
**Venn diagram of probes differentially expressed after LPS or PMA-Ionomycin stimulation at 4 and 24 hours.** The value between parentheses indicates the number of well-annotated genes.

**Table 3:** **List of the 10 genes found DE at T4 and T24 upon LPS stimulation**

	**T4**		**T24**	
**Gene name**	**FC** ^**1**^	**Adj.P.Val**	**FC** ^**1**^	**Adj.P.Val**
CTSE	−3.38	3.11E-02	−2.81	3.88E-02
ACP5	−2.17	2.98E-02	−1.87	4.57E-02
LMNA	−2.16	3.85E-02	−2.08	3.51E-02
IRF5	−1.98	4.87E-02	−2.23	1.36E-02
lcaw0026.b.03.a_5.1.fwd2^4^	1.97	1.45E-02	2.12	5.87E-04
MPP1	−2.41	3.85E-02	2.19	4.85E-02
ENSOCUT00000015242^2^	−2.00	1.92E-02	2.24	8.45E-04
lcaw0079.e.09.a_5.1.fwd1^3^	−1.82	1.92E-02	1.83	3.26E-03
RAB5C	−1.80	3.85E-02	1.72	3.51E-02
SDCCAG8	−1.32	3.11E-02	1.29	2.20E-02

^1^FC: fold change.

^2^Putative annotation following BLAST search for sequence similarities: *Oryctolagus cuniculus* phytanoyl-CoA 2-hydroxylase (NCBI Accession number: LOC100338511, info on BLAST score).

^3^Putative annotation following BLAST search for sequence similarities: *Oryctolagus cuniculus* phytanoyl-CoA 2-hydroxylase (NCBI Accession number: LOC100344679; info on BLAST score).

^4^No available annotation.

For the global analysis of biological functions affected by LPS stimulation, the DE gene lists were submitted to the Ingenuity Pathway Analysis (IPA) system. From this analysis 262 (82.9% of DE genes) and 322 (85.4% of DE genes) genes were identified by IPA at T4 and T24, respectively. The global picture provided by Figure 2 highlights that most genes were found down-regulated at T4 conversely to T24. The foremost over-represented down-regulated biological functions (P < 0.05) at T4 were related to Molecular and Cellular Functions (Cellular Function and Maintenance, Cell Death and Survival, Cellular Growth and Proliferation). However, a number of genes involved in biological functions related to inflammatory disease or response were repressed at T4. By contrast, at T24, there was a significant enrichment of up-regulated genes associated with biological functions related to Diseases and Disorders such as inflammatory response, Inflammatory Disease and Infectious Disease. For the Molecular and Cellular Functions, the most represented functions were Cell Death and Survival, Cellular Growth and Proliferation, Cellular Movement, Cellular Development and Cell-to-Cell Signaling and Interactions. For the Physiological System Development and Functions, the most represented function was the Hematological System Development and Function.

The IPA system identified 17 and 21 gene networks at T4 and T24, respectively. The gene network that groups cytokines and chemokines known to be involved in inflammation responses is presented in Figure 4 and draws a picture of the kinetics of inflammatory response to LPS stimulation. At T4, the LPS-related network shown in Figure 4A is involved in Inflammatory Response, Cell Death and Survival, and Cellular Movement. This network grouped 9 DE genes, which included two connected genes, CXCL11 and IL12A, listed in the top-ten up-regulated genes (Figure 4A). They are reported to be directly under the control of IRF5 by IPA.

**Figure 4:**
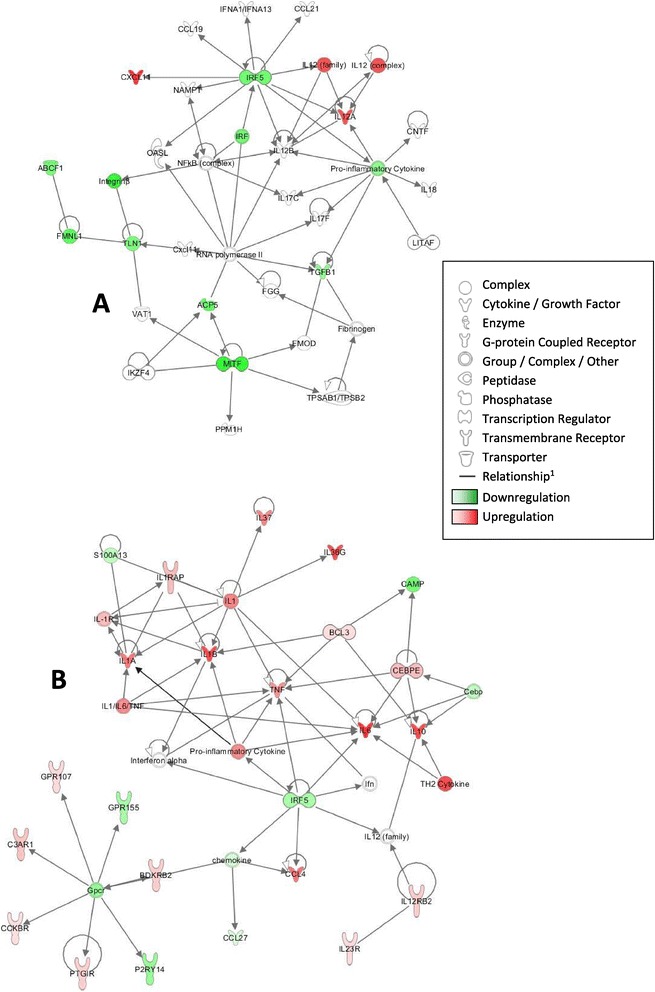
**LPS-related gene networks identified by the IPA system: network at T4 (A) and network at T24 (B).** ^1^All relationships are direct interactions.

At T24, the LPS-related network shows the interactions of 24 DE genes (Figure 4B), and provides a picture of the intensification of the inflammatory response together with an increase in the number of up-regulated molecules involved in this process (IL1B, IL6, IL36G, IL37, and CCL4). In addition, a cell differentiation toward a Th2 phenotype is provided by this gene network (GATA3 gene linked to Th2 cytokine cluster and IL10). 

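IL37 had a log2 FC of 2.79 (standard error 0.37, adjusted p = 0.000124) after LPS at T24, higher in 4 of 4 rabbits and well above background on 2 of 4 mock arrays, and -0.16 (adjusted p = 0.87) at T4. Between times the change was 2.95 (adjusted p = 0.00595) for IL37, 4.02 (adjusted p = 0.0114) for IL36G and 4.62 (adjusted p = 0.0298) for IL1B. It was not significant for IL6 (2.17, adjusted p = 0.289) and CCL4 (2.02, adjusted p = 0.406). The networks of the paper were not analysed here.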

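GATA3 had a log2 FC of 0.49 (standard error 0.17, adjusted p = 0.223) after LPS at T24, higher in 4 of 4 rabbits, and was well above background on 4 of 4 LPS arrays and 1 of 4 mock arrays. It was not called in the main setting or under any of 16 alternatives. The change of IL10 between times was 3.63 (adjusted p = 0.0412).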

The variation in cytokine profiling upon stimulation by LPS with time is summarized in Table 4. 

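CXCL8 (7 probes, chromosome 15, 76369048 to 76370953) had levels of 11.18 ± 0.75 after LPS and 10.25 ± 0.81 in mock-stimulated samples at T4, a log2 FC of 0.94 (standard error 0.77, adjusted p = 0.623). At T24 the levels were 10.66 ± 0.33 and 8.53 ± 2.56, a log2 FC of 2.13 (standard error 0.77, adjusted p = 0.241). It was higher in 4 of 4 rabbits at both times and was called under none of 16 alternatives. No CXCL8 spot was saturated on any of the 24 arrays.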

Unexpectedly, CXCL8 (also known as IL8) was not found to be up-regulated in our experimental conditions.

**Table 4:** **Transcription profile of cytokines in PMBCs stimulated by LPS at T4 and T24**

**Condition**	**ID**	**FC** ^**1**^	**adj.P.Val**
LPS T4	CXCL11	3.20	4.11E-02
	IL12A	2.29	3.85E-02
	NOS2	1.47	4.72E-02
	CD14^2^	−2.31	4.52E-02
LPS T24	IL6^2^	26.96	2.09E-04
	IL1B^2^	18.12	2.96E-03
	IL10^2^	17.61	6.48E-04
	IL36G	17.11	9.49E-05
	IL1A	9.01	2.20E-02
	IL37	7.02	4.16E-05
	TNF	5.92	1.18E-02
	IL1RAP	2.82	2.26E-02
	IL12RB2	2.23	1.14E-03
	IL23R	1.76	1.69E-03
	CCL27	−1.42	3.49E-02

^1^FC: fold change.

^2^Genes used for qRT-PCR validation.

### Genes and biological functions affected by PMA-Ionomycin stimulation

Two large sets of genes were found DE at T4 and T24 (Table 1), with a slight tendency toward more up-regulated genes than down-regulated genes at both times (2273 down- versus 2477 up-regulated probes at T4; 3414 down- versus 4039 up-regulated probes at T24). 

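After PMA-Ionomycin, 3891 genes were higher and 2667 lower at T4, and 6351 higher and 3319 lower at T24, so that 40.7% and 34.3% of DE genes were down-regulated. These shares depend on the scaling. Quantile normalization gave 3683 higher and 3679 lower genes at T4 and 4967 and 4430 at T24, and normexp before it 3672 and 3623 at T4 and 4917 and 4364 at T24. The deposited table, centred on the mean of each array, gave 3319 and 3235 at T4 and 5319 and 5080 at T24. With the processed signal more genes were lower than higher, 3268 against 3695 at T4 and 4661 against 5397 at T24.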

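Of the 132 genes named here for PMA-Ionomycin, the interaction of stimulation and time was significant for 59, and 37 of these had the larger change at T24. For 13 of the 59 a group at 1 or both times was not well above background, which limits the value. The log2 FC of CSF2 changed between times by -1.96 (adjusted p = 0.0201) and that of NFKBID, another gene of Table 2, by -4.76 (adjusted p = 7.88e-10). Among down-regulated genes the change was -4.74 (adjusted p = 0.00327) for S100A8 and -5.42 (adjusted p = 3.73e-09) for MGP. The mock level of MGP rose from -0.28 at T4 to 5.23 at T24, by 5.51. The change of MGP between times therefore goes with a rise in mock-stimulated samples. RBP4 was not well above background on any PMA-Ionomycin array at T24, where it has only a bound, so that its change between times is not given.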

As shown in Table 2 (and Additional files 5 (T4) and Additional file 6 (T24)), there was a decrease over time in the FC values for up-regulated genes (maximum FC was 227.98 and 57.58 at T4 and T24, respectively) but an increase over time in the FC of down-regulated genes (minimum FC was −48.36 and −146.61 at T4 and T24, respectively). 

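After PMA-Ionomycin, 4236 genes were called at both times, 2322 at T4 alone and 5434 at T24 alone. Of the genes called at both times, 3278 had the same direction, 2317 of them higher and 961 lower. A further 701 were lower at T4 and higher at T24, and 257 higher at T4 and lower at T24. The fit to single probes gave 6406 probes called at both times.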

A set of 3120 DE probes was shared at both times, and could be divided into a subset of 2378 probes that were continually DE in the same directions at T4 and T24 (1091 probes down-regulated and 1287 probes up-regulated), a subset of 515 probes that were down-regulated at T4 and up-regulated at T24, and a third subset of 227 probes that were up-regulated at T4 but down-regulated at T24.

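IL2 (4 probes, chromosome 15, 98312704 to 98314859) was not well above background on any mock array. After PMA-Ionomycin it was at least 39.5-fold higher (adjusted p = 1.92e-16) at T4 and at least 20.8-fold higher (adjusted p = 1.62e-14) at T24. RGCC (chromosome 8, 53601854 to 53601910) had log2 FC of 5.09 (standard error 0.27, adjusted p = 2.88e-12) at T4 and 5.11 (standard error 0.27, adjusted p = 1.05e-12) at T24. Both genes were higher in 4 of 4 rabbits at both times, and their calls held under all alternatives.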

The genes CSF2, IL2, and RGCC (gene regulator of cell cycle) were among the top ten genes found over-expressed at T4 and T24. 

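CSF2 (5 probes, chromosome 3, 15145955 to 15146020) had a level of 8.41 ± 0.46 (SD, n = 4 rabbits) after PMA-Ionomycin at T4 and 0.53 ± 0.51 in mock-stimulated samples, a log2 FC of 7.88 (standard error 0.43, adjusted p = 5.59e-12). At T24 the levels were 5.21 ± 0.60 and -0.71 ± 0.30, a log2 FC of 5.92 (standard error 0.43, adjusted p = 1.35e-10), with 1 of 4 mock arrays well above background. It was higher in 4 of 4 rabbits at both times.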

The granulocyte-macrophage colony-stimulating factor (CSF2) was by far the most over-expressed gene with a positive FC of 227.98 at T4 and 57.58 at T24 (Table 2). CSF2 encodes a cytokine that controls the production, differentiation, and function of granulocytes and macrophages, and the RGCC gene encodes a protein thought to regulate cell cycle progression. 

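NFKBID had a log2 FC of 6.03 (standard error 0.25, adjusted p = 4.05e-14) after PMA-Ionomycin at T4 and 1.27 (adjusted p = 0.000215) at T24. SPRY1 was not well above background on any mock array, and was at least 6.02-fold higher (adjusted p = 8.76e-10) at T4 and at least 2.56-fold higher (adjusted p = 1.17e-06) at T24. MMP3 had a log2 FC of 2.31 (adjusted p = 4.4e-05) at T4 and 2.00 (adjusted p = 0.000128) at T24, but its 3 probes differed, with log2 FC of 0.37 to 3.47 at T4. On the mock arrays of T4, 1 of these probes was well above background, and at T24 the gene was so on 3 of 4 mock arrays. All were higher in 4 of 4 rabbits at both times. TBX21 was not analysed here.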

All top ten over-expressed genes at T4 were still up-regulated at T24. Conversely, the genes BCO2, CD70, CCNB1, and NCAPG found in the top ten over-expressed genes at T24 were found to be down-regulated at T4, showing a switch in gene regulation between T4 and T24. 

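BCO2 (chromosome 1, 104154564 to 104154623) was well above background on all mock arrays and no PMA-Ionomycin array at T4, where it was at least 3.34-fold lower (adjusted p = 1.04e-05), and on all PMA-Ionomycin arrays and no mock array at T24, where it was at least 57.4-fold higher (adjusted p = 9.91e-14). NCAPG (chromosome 2, 8400479 to 8402362) had log2 FC of -1.32 (standard error 0.25, adjusted p = 0.000271) at T4 and 4.38 (standard error 0.25, adjusted p = 3.32e-12) at T24. CCNB1 (chromosome 11, 85370994 to 85371218) had -0.95 (adjusted p = 0.0375) at T4, a call that held under 10 of 16 alternatives and was lost without rabbit 1, 2 or 4, and 4.29 (adjusted p = 3.06e-10) at T24. CD70 was higher at both times, with 1.81 (adjusted p = 0.000168) at T4 and 5.26 (adjusted p = 1.22e-11) at T24. Each gene had the same direction in 4 of 4 rabbits at each time. The change of the log2 FC between times was 7.60 (adjusted p = 3.28e-12) for BCO2, 3.45 (adjusted p = 5.03e-06) for CD70, 5.24 (adjusted p = 1.19e-08) for CCNB1 and 5.70 (adjusted p = 1.27e-10) for NCAPG. The value of BCO2 rests on a bound at both times.

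**Figure D2:**
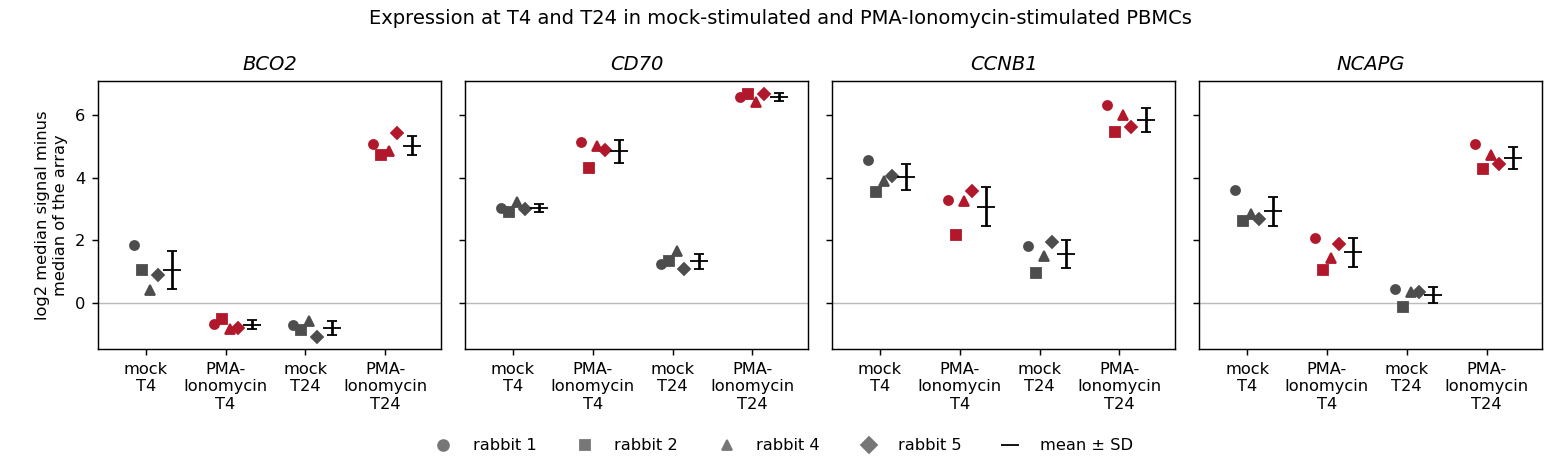
Levels of BCO2, CD70, CCNB1 and NCAPG in mock-stimulated and PMA-Ionomycin-stimulated PBMCs at T4 and T24, as log2 median signal minus the median of the array. Points are the 4 rabbits, and bars the mean ± SD. At T4 the stimulated mean lies below the mock mean for BCO2, CCNB1 and NCAPG and above it for CD70, and at T24 it lies above for all 4 genes.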

The beta-carotene oxygenase 2 gene (BCO2) encodes an enzyme, which oxidizes beta-carotene during the biosynthesis of vitamin A. CD70 molecule gene (CD70) encodes a cytokine that belongs to the TNF ligand family. CD70 is a ligand for TNFRSF27/CD27 and a surface antigen on activated B and T lymphocytes, and contributes to T cell activation. The cyclin B1 gene (CCNB1) encodes a regulatory protein involved in mitosis. The non-SMC condensin I complex, subunit G gene (NCAPG) encodes a subunit of the condensin complex, which is responsible for the condensation and stabilization of chromosomes during mitosis and meiosis.

The genes LTB and FPR1 were both found in the top ten most repressed genes at T4 and T24 post stimulation. 

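LTB (chromosome 12, 20405946 to 20406005) had log2 FC of -4.12 (standard error 0.44, adjusted p = 1.94e-07) after PMA-Ionomycin at T4 and -4.94 (standard error 0.44, adjusted p = 3.61e-09) at T24, and FPR1 of -3.82 (adjusted p = 0.000142) and -4.96 (adjusted p = 2.53e-06). Both were lower in 4 of 4 rabbits at both times, and their calls held under all alternatives. TM4SF5, also listed at both times in Table 2, had -3.99 (adjusted p = 4.64e-09) and -4.86 (adjusted p = 5.86e-11), and was well above background on 3 of 4 PMA-Ionomycin arrays at T24. The log2 FC did not differ significantly between times for LTB (adjusted p = 0.446), FPR1 (0.519) and TM4SF5 (0.228).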

The lymphotoxin beta (TNF superfamily, member 3) (LTB) encodes a protein which is an inducer of the inflammatory response system and is involved in normal development of lymphoid tissue. In addition, there was an intensification of the repression of the two genes S100A8 (S100 calcium binding protein A8) and S100A12 (S100 calcium binding protein A12), which encode proteins of the S100 family containing 2 EF-hand calcium-binding motifs, involved in cell cycle progression and differentiation. 

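S100A8 (7 probes, chromosome 13, 39004759 to 39005008) had log2 FC of -2.40 (standard error 0.81, adjusted p = 0.0336) after PMA-Ionomycin at T4 and -7.14 (standard error 0.81, adjusted p = 1.6e-07) at T24, lower in 4 of 4 rabbits at both times. The call at T4 held under 11 of 16 alternatives and was lost without rabbit 2, 4 or 5. A further 3 probes, which the reference names MRP-8 and the paper counts as S100A8, had -6.85 (standard error 0.78, adjusted p = 1.85e-07) at T24 and were well above background on 2 of 4 PMA-Ionomycin arrays. S100A12 was not analysed here.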

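DEFB1 had a log2 FC of -5.55 (standard error 0.58, adjusted p = 4.26e-08) after PMA-Ionomycin at T24, lower in 4 of 4 rabbits, from a mock level of 5.56 ± 0.46 to 0.015 ± 0.20. At T4 its log2 FC was 0.20 (standard error 0.58, adjusted p = 0.907). It changed by -5.75 (adjusted p = 1.09e-05) between times.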

The defensin beta 1 (DEFB1) gene was repressed only at T24.

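After PMA-Ionomycin, IL9 had log2 FC of 1.01 (adjusted p = 6.99e-05) at T4 and 1.10 (adjusted p = 1.17e-05) at T24, and CCL2 of 2.88 (adjusted p = 0.000824) at T4 and 2.47 (adjusted p = 0.00218) at T24. CCL20 was not well above background on any mock array, and was at least 4.2-fold higher (adjusted p = 2.67e-08) at T4 and at least 5.13-fold higher (adjusted p = 9.92e-10) at T24. IL17A was at least 20.4-fold higher (adjusted p = 3.31e-09) at T4 and at least 4.65-fold higher (adjusted p = 1.81e-05) at T24. IFNG had log2 FC of 1.19 (adjusted p = 0.000438) at T4 and 1.26 (adjusted p = 0.000136) at T24, the means of 2 probes that moved in opposite directions. The added probe, well above background on 8 of 24 arrays, all of them PMA-Ionomycin arrays, was at least 7.98-fold and 13-fold higher, and the probe of the base array (chromosome 12, 101894325 to 101894384), well above background on 24 of 24, had log2 FC of -0.78 and -1.34. IL37 had a log2 FC of -2.40 (adjusted p = 2.74e-05) at T4 and was at least 1.88-fold lower (adjusted p = 0.0449) at T24. IL36G had -2.20 (adjusted p = 0.00382) at T4 and was at least 2.38-fold lower (adjusted p = 0.0468) at T24, and IL15 had -1.22 (adjusted p = 0.0336) at T4 and -1.40 (adjusted p = 0.00993) at T24. At T24 the calls of IL37 and IL36G held under 9 of 16 and 9 of 16 alternatives and were lost without rabbit 1 or 2. Those of IL15 were lost at both times without rabbit 2 or 4. IL9 was well above background on 3 of 4 mock arrays at T4, IL15 and IL37 on 2 and 2 of 4 PMA-Ionomycin arrays at T4, and IL37 and IL36G on 2 and 2 of 4 mock arrays at T24. CCL1 and IL31 were not analysed here.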

The cytokine and chemokine profiles revealed a continued up-regulation over time of CSF2, IL2, IL4, IL10, IL13, IL17A, IL31, IL9, IFNG, CCL1, CCL2, and CCL20 (Table 5), and a down-regulation of IL16, IL37, IL36G, and IL15. The CD69 molecule gene (CD69), known to be induced by the activation of T lymphocytes, was found to be over-expressed at T4 (FC = 12.1) and T24 (FC = 5.07). 

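CD69 (3 probes) had a level of 4.49 ± 0.65 after PMA-Ionomycin and 0.82 ± 0.71 in mock-stimulated samples at T4, a log2 FC of 3.68 (standard error 0.31, adjusted p = 4.64e-09). At T24 the log2 FC was 2.49 (standard error 0.31, adjusted p = 5.63e-07). It was higher in 4 of 4 rabbits at T4 and 4 at T24, and at T24 was well above background on 1 of 4 mock arrays. The change between times, -1.19, did not pass the threshold (adjusted p = 0.052).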

At T4, there was a notable opposite regulation between over-expressed IL13, IL4, IL2, and IL10, and repressed IL16 and LTB. This opposite regulation was maintained at T24. 

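At T4, IL13 (chromosome 3, 15691744 to 15692067) was not well above background on any mock array and was at least 137-fold higher (adjusted p = 1.99e-17). IL4 (chromosome 3, 15711364 to 15711431) had a log2 FC of 6.79 (standard error 0.39, adjusted p = 1.08e-11), IL10 5.14 (standard error 0.65, adjusted p = 1.98e-06) and IL16 -4.14 (standard error 0.31, adjusted p = 8.8e-10). IL10 was well above background on 3 of 4 mock arrays. IL13, IL4, IL2 and IL10 were higher in 4 of 4 rabbits, and IL16 and LTB lower in 4 of 4.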

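At T24, IL13 was at least 4.31-fold higher (adjusted p = 1.19e-09) and IL4 had a log2 FC of 4.33 (standard error 0.39, adjusted p = 3.92e-09). IL16 had -2.84 (standard error 0.31, adjusted p = 8.07e-08), lower in 4 of 4 rabbits. IL10 was higher in 3 of 4 rabbits, with 1.94 (standard error 0.65, adjusted p = 0.0225). Its call at T24 held under 13 of 17 alternatives and was lost with quantile normalization, with normexp before it, without rabbit 4 and without rabbit 5.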

IL13 is an immunoregulatory cytokine primarily produced by activated Th2 cells reported to inhibit the production of pro-inflammatory cytokines and chemokines. IL16 is a pleiotropic cytokine that functions as a chemoattractant and a modulator of T cell activation. 

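At T4 after PMA-Ionomycin, IL21 was at least 4.87-fold higher (adjusted p = 2.33e-08) and IL22 at least 4.62-fold higher (adjusted p = 0.000509). IL33 had a log2 FC of 1.28 (adjusted p = 2.61e-05) and TNFRSF21 of 0.88 (adjusted p = 0.00429), whose call was lost without rabbit 4. CXCL10 had -2.54 (standard error 0.44, adjusted p = 0.000115), and IL18 -0.85 (adjusted p = 0.0457), whose call held under 12 of 17 alternatives. All had the same direction in 4 of 4 rabbits, and none was called at T24. IL33 was well above background on 1 of 4 mock arrays and CXCL10 and IL18 on 1 and 2 of 4 PMA-Ionomycin arrays. The change between times was significant for IL21, -1.78 (adjusted p = 0.000112), IL33, -1.09 (adjusted p = 0.00496), CXCL10, 3.16 (adjusted p = 0.000511), and IL18, 1.57 (adjusted p = 0.00822). It was not significant for IL22, -1.65 (adjusted p = 0.0663), and TNFRSF21, -0.82 (adjusted p = 0.0663). These values are limited for IL21 and IL22, whose mock level was not well above background at T4, nor at T24 for IL21, and for IL33, well above background in neither group at T24. IL17F and CXCR7 were not analysed here.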

At T4, a specific up-regulation of IL17F, CXCR7, IL21, IL22, IL33, and TNFRSF21, together with a repression of IL18 and CXCL10 were detected. At T24, a specific up-regulation of CCL4, CCL22, CCL27, IL34, TNF, IL12A, and IL6, together with a repression of IL1R2, CXCR4, IL1B, TNFSF13, and IL1RAP were shown.

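At T24 after PMA-Ionomycin, IL34 had a log2 FC of 3.55 (standard error 0.36, adjusted p = 3.44e-08), TNF 2.59 (adjusted p = 0.00226), CCL27 1.14 (adjusted p = 6.93e-07), CCL4 2.48 (adjusted p = 0.0245) and IL6 2.16 (adjusted p = 0.0224), and IL12A was at least 4.33-fold higher (adjusted p = 2.01e-06). The calls of CCL4 and IL6 held under 10 of 17 and 11 of 17 alternatives and were lost without rabbit 4 or 5. Among repressed genes, CXCR4 had -3.74 (standard error 0.22, adjusted p = 5.9e-12), IL1R2 -3.90 (adjusted p = 0.00129), TNFSF13 -2.99 (adjusted p = 7.59e-09) and IL1B -3.40 (adjusted p = 0.00106). Each had the same direction in 4 of 4 rabbits except IL1B, lower in 3 of 4, whose call was lost without rabbit 2. IL6 was also called at T4, with 2.42 (adjusted p = 0.0157), and the other 9 genes were not. The change between times was significant for IL34, CCL27, IL12A, CXCR4 and TNFSF13, with adjusted p between 3.42e-08 and 0.000857. It was not significant for CCL4 (0.592), TNF (0.221), IL6 (0.929), IL1R2 (0.0512) and IL1B (0.117). For TNFSF13 the mock level rose from 0.61 at T4 to 5.40 at T24, with which its change between times goes. IL34 was well above background on 3 of 4 mock arrays at T24. The mock level was not well above background for IL34 at T4 and IL12A at T24, which limits their change between times. CCL22 and IL1RAP were not analysed here.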

**Table 5:** **Transcription profiles of cytokines and transcription factors in PMBCs stimulated by PMA-Ionomycin at T4 and T24**

**ID**	**FC** ^**1**^		**ID**	**FC** ^**1**^	**ID**	**FC** ^**1**^
	**T4**	**T24**		**T4_specific**		**T24_specific**
CSF2	227.98	57.58	IL17F	7.80	CCL4^2^	5.02
IL13	144.98	4.68	CXCR7	5.35	CCL22	2.99
IL4	105.19	18.23	IL21	4.75	CCL27	1.99
IL2^2^	40.01	20.36	IL22	4.50	IL34	5.91
IL10^2^	33.33	3.46	IL33	2.33	TNF^2^	5.15
IL17A	19.34	4.27	TNFRSF21	1.65	IL12A	4.03
CD69	12.11	5.08	IL17RE	−1.37	IL6^2^	4.03
IFNG^2^	8.50	12.31	ILDR2	−1.68	ILF3	2.24
CCL2	6.95	5.06	CXCL9	−1.71	TNFRSF25	1.78
TNFRSF12A	6.90	3.53	IL12RB2	−1.77	TNFRSF13B	1.62
CCL1	5.40	13.78	IL18	−1.91	TNFRSF8	1.60
TNFSF14	5.07	2.49	IL18R1	−1.92	ILDR1	−1.18
CCL20	4.28	5.05	IFNAR1	−1.94	CCL14	−1.32
IL31	3.05	1.88	IFNGR1	−2.12	IL1RAPL2	−1.35
IL6ST	2.93	−2.44	TNFSF10	−2.48	IL27RA	−1.43
TNFRSF9	2.87	2.71	IL18RAP	−2.64	IL18BP	−1.68
ILF2	2.26	2.04	IFNAR2	−2.71	IL22RA2	−1.77
IL9	1.90	1.95	IFNGR2	−2.79	CCL21	−1.83
TNFSF11	1.46	2.12	CXCL10	−6.13	IL1RN	−2.04
IL6R	−1.77	−1.52			TNFRSF11B	−2.06
TNFSF8	−1.90	−3.19			TNFRSF1B	−2.13
IL3RA	−1.95	−5.05			IL7R	−2.57
IL10RA	−2.08	−2.15			TNFAIP3	−2.61
IL1RL1	−2.18	−2.66			IL13RA1	−2.86
TNFRSF17	−2.28	−1.64			TNFAIP8L3	−2.97
TNFRSF1A	−2.35	−3.27			IL2RG	−4.09
IL15	−2.46	−2.91			IL1RAP	−6.58
IL17RA	−2.54	−4.57			TNFSF13	−8.80
IL36G	−4.84	−2.97			IL1B^2^	−11.68
IL37	−5.31	−2.17			CXCR4	−14.72
TNFAIP8L2	−13.00	−9.72			IL1R2	−16.48
IL16	−18.62	−7.92			STAT4	9.67
TBX21	57.61	12.01			STAT1	1.89
STAT5A	3.41	1.70			GATAD2B	−1.51
STAT5B	3.14	2.09			GATA2	−1.64
GATA1	−1.45	−2.12			THBS1	−4.75

^1^FC: fold change.

^2^Genes used for qRT-PCR validation.

The transcription factors TBX21, STAT5A, and STAT5B were up-regulated at T4 and T24, whereas GATA1 was slightly repressed at both times (Table 5). 

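STAT5A had log2 FC of 1.74 (adjusted p = 1.67e-05) at T4 and 0.91 (adjusted p = 0.00738) at T24, and STAT5B of 1.87 (adjusted p = 1.49e-05) at T4 and 1.25 (adjusted p = 0.000815) at T24, all higher in 4 of 4 rabbits. The call of STAT5A at T24 was lost without rabbit 1. GATA1 had -0.46 (adjusted p = 0.0951) at T4 and -0.94 (adjusted p = 0.000341) at T24, lower in 4 of 4 rabbits at both times, and was called only at T24. At T4 it was called with quantile normalization, with normexp before it, with the processed signal and with the rabbit as a block. TBX21 was not analysed here.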

TBX21 is the T-box 21 gene that stands as the human ortholog of the mouse Tbx21/Tbet gene. This gene was reported to act as a Th1 cell-specific transcription factor and controls the expression of IFNG [19]. STAT5A and STAT5B are both members of the signal transducer and activator of transcription (STAT) family of transcription factors that respond to cytokines and growth factors. STAT5A encodes a protein that is activated by IL2 and CSF2, and STAT5B encodes a protein reported to mediate the signal transduction triggered by various cell ligands, such as IL2 and IL4. 

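At T24 after PMA-Ionomycin, STAT4 (chromosome 7, 131468805 to 131469719) had a level of 5.01 ± 0.26 (SD, n = 4 rabbits) and 1.59 ± 0.39 in mock-stimulated samples, a log2 FC of 3.42 (standard error 0.26, adjusted p = 2.64e-10). GATA2 was at least 1.91-fold lower (adjusted p = 0.000367). GATAD2B, with -0.45 (adjusted p = 0.115), did not pass the threshold and passed it with the processed signal and with the deposited table. Its rabbit 5 stood apart, with a difference of -1.23. All had the same direction in 4 of 4 rabbits at T24.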

At T24, two additional members of the STAT family of transcription factors, STAT4 and STAT1, were found up-regulated and two other members of the GATA families were slightly repressed (GATA2 and GATAD2B). FOXP3 was not found affected by the PMA-Ionomycin stimulation. 

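FOXP3 (chromosome X, 33821292 to 33821968) had a log2 FC of -0.28 (standard error 0.20, adjusted p = 0.448) after PMA-Ionomycin at T4 and 0.18 (standard error 0.20, adjusted p = 0.609) at T24. It was well above background on all arrays of these groups, and was called under none of 16 alternatives at either time.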

We checked the differential expression of the thrombospondin gene (THBS1) that was found to be the most repressed gene in porcine PBMCs stimulated for 24 hours by PMA-Ionomycin [18]. 

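THBS1 (4 probes, chromosome 17, 32570380 to 32576404) had a log2 FC of -1.92 (standard error 0.53, adjusted p = 0.0056) after PMA-Ionomycin at T24, lower in 3 of 4 rabbits, and -1.01 (standard error 0.53, adjusted p = 0.212) at T4. The call at T24 was lost without rabbit 1, 2 or 4, and 1 of its probes had the opposite sign. The log2 FC did not differ significantly between times (adjusted p = 0.493).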

In rabbit PBMCs, the THBS1 gene was repressed only at T24 and with a limited FC of −4.75.

The genes encoding class II molecules of the major histocompatibility complex (MHC) were found to be repressed. 

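Of the 9 MHC class II genes of Additional file 7, 8 were found. The paper lists them as DE on these same samples, all at T24, so that neither their calls, nor the count adjusted over the list alone, nor a test of the set is independent evidence. At T24 after PMA-Ionomycin all 8 were lower and called, also when adjusted over the list alone, with a median log2 FC of -3.98 (-4.62 to -0.99). The set was tested with fry, a rotation test of limma (adjusted p = 5.18e-08 over 4 set tests). At T4 the median was -0.60 (-2.44 to 0.10), 6 of 8 genes were lower and 2 were called, also when adjusted over the list alone (fry of limma, adjusted p = 0.00393). All 8 were lower at T4 with quantile normalization, with normexp before it and with the processed signal. Without rabbit 2 the fry p at T4 was 0.0545. Camera, a competitive test, called the set at both times with its preset correlation between genes and at T24 (p = 0.0182) but not T4 (p = 0.187) with an estimated one.

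**Figure D3:**
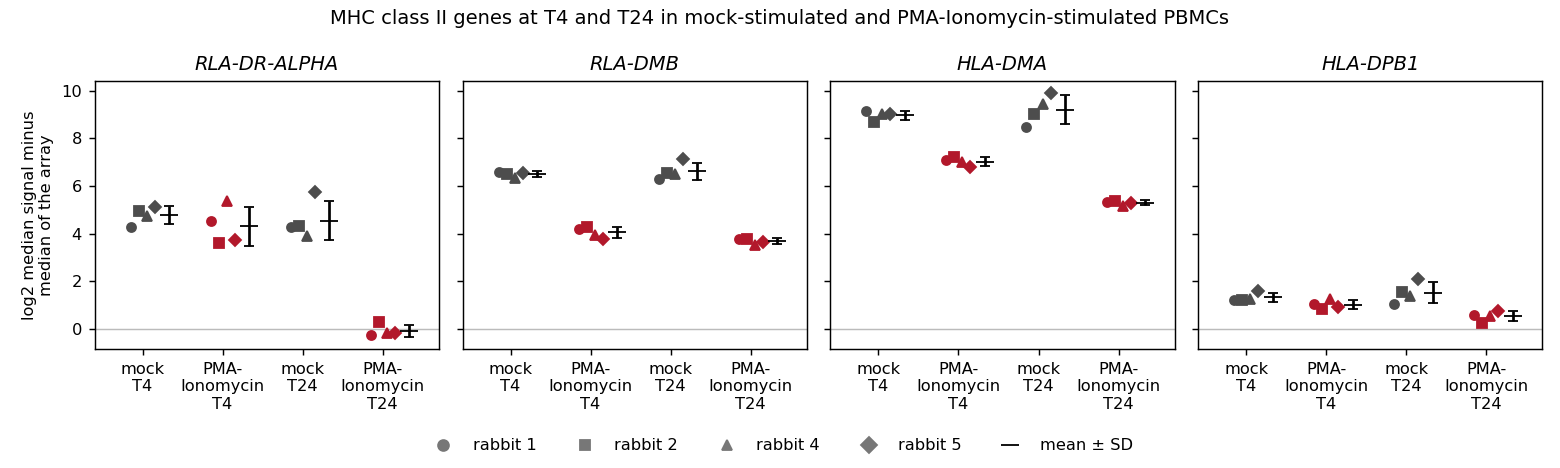
Levels of RLA-DR-ALPHA, RLA-DMB, HLA-DMA and HLA-DPB1 in mock-stimulated and PMA-Ionomycin-stimulated PBMCs at T4 and T24, as log2 median signal minus the median of the array. Points are the 4 rabbits, and bars the mean ± SD. At T24 the stimulated mean lies below the mock mean for all 4 genes.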

The most repressed genes belong to the DR series followed by DM, DQ and DP. This repression was initiated early after stimulation since DMA, DMB and DRB1 were already found down-regulated at T4 (Additional file 7). In addition, few probes corresponding to MHC class I transcripts were found down-regulated. 

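At T24, RLA-DR-ALPHA (chromosome 12, 23070407 to 23072690) had the lowest log2 FC of the class II genes, -4.62 (standard error 0.38, adjusted p = 8.7e-10), followed by RLA-DRB1 with -4.50 (adjusted p = 1.99e-05). RLA-DQA had -4.20 (adjusted p = 4.99e-05), HLA-DOA -4.06 (adjusted p = 4.52e-05), HLA-DMA (chromosome 12, 23467875 to 23467934) -3.90 (adjusted p = 3.06e-11), RLA-DMB (chromosome 12, 23449981 to 23450169) -2.93 (adjusted p = 9.76e-12), HLA-DPA1 -2.82 (adjusted p = 0.0095) and HLA-DPB1 -0.99 (adjusted p = 0.00024). All were lower in 4 of 4 rabbits. The first 4 of these genes lie within 0.56 of each other, less than the standard error of RLA-DRB1 (0.72). HLA-DPA1, with a standard error of 0.83, was well above background on 1 of 4 PMA-Ionomycin arrays. RLA-DQB was not analysed here.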

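At T4, RLA-DMB had a log2 FC of -2.44 (standard error 0.18, adjusted p = 6.59e-10) and HLA-DMA of -1.95 (standard error 0.26, adjusted p = 3.36e-06), both lower in 4 of 4 rabbits. RLA-DRB1 was lower in 4 of 4 rabbits with -1.23 (standard error 0.72, adjusted p = 0.278), and was called only with the rabbit as a block. RLA-DR-ALPHA had -0.46 (adjusted p = 0.501). Between T4 and T24 the change was -4.16 (adjusted p = 2.93e-06) for RLA-DR-ALPHA, -3.27 (adjusted p = 0.0208) for RLA-DRB1 and -1.95 (adjusted p = 0.000253) for HLA-DMA, and was not significant for RLA-DMB (-0.48, adjusted p = 0.204).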

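Of the 20 genes of antigen processing and MHC class I presentation in Additional file 7, 16 were found. These too are listed by the paper as DE at T24 on these same samples, and tests of the list are not independent evidence. At T4 after PMA-Ionomycin 14 of 16 were higher, with a median log2 FC of 0.66 (fry of limma, adjusted p = 7.21e-05). Limma called 7 higher and 1 lower, or 8 and 1 adjusted over the list alone. At T24 13 of 16 were higher, with a median of 0.79 (fry of limma, adjusted p = 4.82e-07), 8 called higher and 1 lower, or 10 and 1 adjusted over the list alone. With quantile normalization the median at T24 was 0.23, with 11 of 16 higher. Camera called the set at both times with its preset correlation (p = 0.00046 and 0.00118). With an estimated correlation it called the set at neither time (p = 0.125 and 0.154). At T24, HSPD1 had a log2 FC of 3.59 (standard error 0.17, adjusted p = 2.93e-13), HSPH1 2.62 (adjusted p = 3.94e-13), PSMB9 (chromosome 12, 23377365 to 23377424) 2.25 (adjusted p = 1.96e-06) and TAP1 (chromosome 12, 23363252 to 23363311) 1.45 (adjusted p = 0.00392), all higher in 4 of 4 rabbits. CANX had -0.18 (adjusted p = 0.655) and PSMB2 0.36 (adjusted p = 0.516), called under none of 16 alternatives. PSMB9 was lower at T4, with -0.99 (adjusted p = 0.0185), a call lost without rabbit 1 or 4.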

Interestingly, and in agreement with data obtained in pig [18], we observed an up-regulation of genes encoding heat shock proteins (HSPs) and many genes involved in the cascade of peptide processing before loading to the MHC molecule binding groove (components of the proteasome (PSMB gene series), calnexin (CANX), tapasin (TAP1)), despite an overall down-regulation of genes encoding class I and II molecules (Additional file 7).

At T4 and T24, subsets of 3575 (75.3%) and 5153 (69.1%) DE genes were mapped into the IPA system. The relative representation of biological functions between T4 and T24 was quite similar (Figure 2). By excluding all genes associated to Cancer, IPA revealed an enrichment of genes principally related to Molecular and Cellular Functions (cell death and survival, cellular growth and proliferation, cellular development, cellular function and maintenance), followed by an enrichment of genes associated with Diseases and Disorders (gastrointestinal disease, infectious disease, inflammatory response), and Physiological System Development and Function (organismal survival, organismal development, hematological system development and function). These observations were reinforced by the analysis of the set of 3123 genes found to be DE at both T4 and T24, and showed a predominance of genes associated with Molecular and Cellular Functions. The 515 genes found down-regulated at T4 and up-regulated at T24 were predominantly associated to the biological functions Cell Cycle, DNA Replication Recombination and Repair, and Cellular Assembly and Organization. 

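A list of 96 cell cycle genes fixed beforehand had 65 genes among those tested, of which 29 were called at both times after PMA-Ionomycin. Of these, 23 were lower at T4 and higher at T24 (79.3%), against 16.1% of the other genes called at both times. The odds ratio was 19.9 (two-sided Fisher's exact test, p = 1.38e-13). None of the 29 was higher at T4 and lower at T24, against 6.11% of the others (Fisher's exact p = 0.418). Fisher's test takes genes as independent, which genes measured on the same 4 rabbits are not. In mock-stimulated samples the list fell from T4 to T24, with a median log2 change of -0.66. Of its 65 genes, limma called 36 lower and 1 higher there. A fall in mock raises the log2 FC at T24.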

For the 227 genes found up-regulated at T4 and down-regulated at T24, there was an enrichment in biological functions relating to Cell Death and Survival, Cell Growth and Proliferation, Cell Development, Tissue Morphology, and Hematological System Development and Function. For these two gene sets, the enriched biological functions aligned well with those found for the genes that revealed no inverted regulation compared to mock-stimulation at T4 and T24.

The PMA-Ionomycin network analysis was deliberately limited to 25 networks, including up to 25 genes each. The network shown in Figure 5A highlights transcription factors GATA1 and GATA2, down-regulated at T24 and involved in many aspects of cell growth. In the second network (Figure 5B), STAT4 is up-regulated and in a central position, inhibiting IL10RA but activating RGCC. This transcription factor STAT4 is required for the development of Th1 cells from naïve CD4+ T cells and IFNG production in response to IL12.

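IL10RA had a log2 FC of -1.10 (standard error 0.22, adjusted p = 0.000287) after PMA-Ionomycin at T24 and -1.02 (adjusted p = 0.00108) at T4, lower in 4 of 4 rabbits at both times. The change of STAT4 between times was 3.02 (adjusted p = 1.29e-06), and that of IL10RA -0.081 (adjusted p = 0.927).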

**Figure 5:**
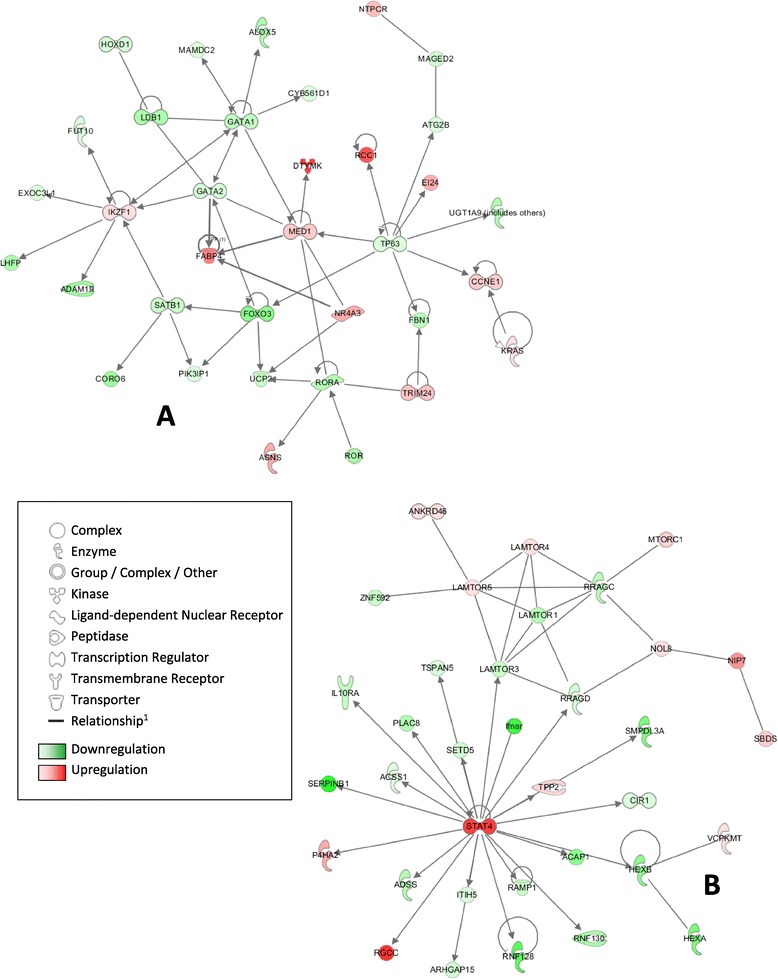
**PMA-Ionomycin-related gene networks identified by the IPA system at T24 (A and B).** ^1^All relationships are direct interactions.

### Validation of differentially expressed genes by qRT-PCR

A set of eight genes was chosen for microarray data validation by real time quantitative reverse transcription PCR (qRT-PCR). These genes were selected according to their expression level (up- or down-regulated), in order to test genes found DE at T4 and T24 for both LPS and PMA-Ionomycin stimulations (Additional file 8). The B2M and GAPDH genes were included as reference genes for data normalization. A linear regression was performed between the log2(fold change) values of microarray and qRT-PCR data. A significant Spearman correlation coefficient (R^2^ = 0.8829) was calculated between the two techniques (Figure 6), thus validating the microarray data and confirming the reliability of the transcriptome analyses.

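The log2 FC of 8 genes in 17 comparisons were set against the qRT-PCR values of Additional file 8, which are the paper's. All had the same direction. Spearman's rho was 0.588 (permutation p = 0.0148) and Pearson's r 0.719 (permutation p = 0.00138), across comparisons that share genes and mock samples and are not independent. Without the 2 comparisons farthest from the median log2 FC, IL1B after PMA-Ionomycin at T24 and CD14 after LPS at T4, the values were 0.40 and 0.428. IFNG after PMA-Ionomycin, with probes that moved in opposite directions, was smaller in size on the array, with differences of -5.84 and -5.56. IL2 enters with its fitted values, but has only bounds on the array (at least 39.5-fold and 20.8-fold), so that its difference is not given. With the processed signal rho was 0.848. With the added IFNG probe alone, an alternative chosen after the values were seen, it was 0.865, from fitted values of a probe that has only bounds. From this correlation the paper concludes that the microarray data are reliable.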

**Figure 6:**
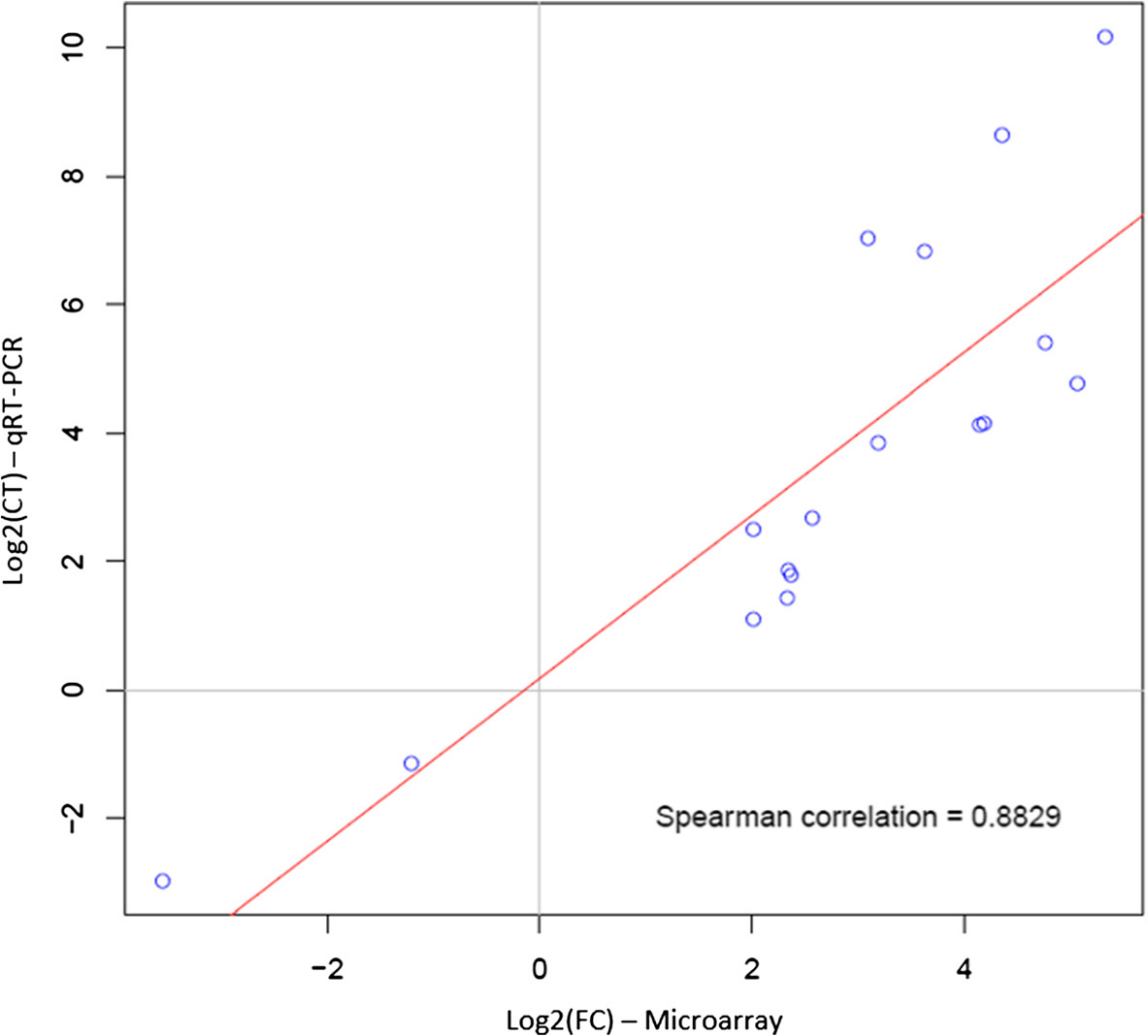
**Comparison between microarray-based (Log2(CT)) and qRT-PCR-based results (Log2(FC)) by Spearman correlation scattered plots.**

## Discussion

### Cytokine profile induced by LPS stimulation in rabbit PBMCs

LPS is an outer membrane component of Gram-negative bacteria and the crystal structure of the trans-envelope protein complex inserting LPS in the outer leaflet of the outer envelope has been very recently described [20,21]. Lipid A is the main PAMP of LPS. Interactions between LPS and TLR4, a sensor for LPS [22] at the surface of macrophages and dendritic cells, trigger the expression of proinflammatory cytokines and activate the innate immune system by MyD88 (Myeloid differentiation primary response gene) dependent or MyD88 independent pathways [23]. In our study, an early up-regulation of IL12A and CXCL11 together with a slight repression of CD14 was found at T4. This LPS-induced CD14 repression observed at T4 was comparable to *in vivo* human studies [24], highlighting the immunodepressive effect of LPS on rabbit PBMCs. Up-regulation of a wider range of inflammatory cytokines was observed at T24 with a differential expression between mock-stimulation and LPS-stimulation for IL6, IL1A, IL1B, and TNF. 

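IL1A (4 probes) had a log2 FC of 3.15 (standard error 0.79, adjusted p = 0.0494) after LPS at T24, higher in 4 of 4 rabbits, and 1.56 (adjusted p = 0.39) at T4. Its call at T24 held under 10 of 17 alternatives and was lost without rabbit 1, 2 or 4. The change between times was not significant for IL1A (adjusted p = 0.488) and TNF (adjusted p = 0.846).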

In LPS-stimulated human whole blood [25], it has been reported that gene activations of both IL6 and TNF were induced early, after only 2–4 hours and then rapidly declined. Several studies have shown the synergy between IL1B and TNF [26,27]. When both cytokines were administered to healthy humans, they induced fever, inflammation, tissue destruction, or resulted in the development of sickness behavior, and depressed mood when combined with IL6 [28,29]. Moreover, IL1B and TNF have been shown to stimulate the expression of IL36G in keratinocytes [30,31], confirming results at T24. Our results suggest a significant triggering of the MyD88 dependent pathway in dendritic cells that is characterized by IL12 production and followed by a T cell differentiation toward Th1 phenotype [32,33], as represented in Figure 5A. The onset of the inflammation process was detected at T4 but clearly amplified at T24 as represented in Figure 5B, showing that the data obtained at T4 did not provide an accurate overall picture of gene expression picture upon LPS stimulation. In addition, gene transcription levels did not return to basal levels at T24, as already shown in pigs [18]. This late increase in inflammatory cytokine transcription contrasts with results on bovine PBMCs for which the inflammation process was triggered much earlier with a maximal expression of inflammation gene expression at T4 [34]. For both T4 and T24 after LPS activation, the interferon regulatory factor 5 (IRF5) was found to be under-expressed. In 2011, Krausgruber et al. [35] highlighted a critical role for the transcription factor IRF5 in human M1 macrophage polarization and defined it as a transcriptional repressor. Moreover, an activation of the Th1 response by IRF5 has been reported.

### Putative specific features of rabbit PBMCs upon LPS stimulation

IL8 (CXCL8 in human) was not DE in our experimental conditions at the transcript level at both T4 and T24, whereas nucleotide probes specific for this gene are available on the microarrays used for the transcriptome analyses. Indeed IL8 is a chemokine known to act as one of the major mediators of the inflammatory response and has been reported to be up-regulated after LPS stimulation in many mammals including cattle [34,36] and pig [37,18]. As opposed to other species, the possibility that T4 might be too late for detecting an up-regulation of IL8 in rabbits cannot be excluded. Recent reports have shown that bacterial-host interactions affect histone acetylation, phosphorylation and methylation state at the TLR4 and IL8 promoter in host cells [38,39]. In cattle, it has been hypothesized that host individual variability in response to LPS stimulation could be due to epigenetic variations modulating individual IL8 expression in PBMCs [34] and in dermal fibroblasts [36].

In addition, DEFB1 and BPI were down-regulated at T24 compared to mock-stimulation, whereas they were expected to be up-stimulated due to their bactericidal activity [40-42]. Defensins form a family of microbicidal and cytotoxic peptides, and DEFB1 encodes an antimicrobial peptide implicated in the resistance of epithelial surfaces to microbial colonization [43]. Beta defensins have thus an antimicrobial activity that defend epithelial surfaces including the skin, gastrointestinal, and respiratory tracts. BPI encodes a LPS binding protein associated with neutrophil granules in humans, and has bactericidal activity on gram-negative organisms [44]. Upon LPS activation, BPI may have several functions, as inhibition of endothelial cell growth and inhibition of dendritic cell maturation, or as an anti-angiogenic, chemoattractant or opsonization agent [45]. To our knowledge, no study has shown down-regulation of DEFB1 or BPI in rabbit PBMCs upon LPS activation. However, a down-regulated expression of DEFB1 has been shown following infections by several pathogens (*Shigella* and *Cryptosporidium parvum*) in epithelial cells of the digestive and respiratory tracts in humans or mice [46-48]. In our experimental model, we do not have a clear explanation for the down-regulation of DEFB1 and BPI, but our results suggest the onset of an immune escape mechanism upon LPS stimulation that needs further investigation. We cannot rule out that both genes are induced early after stimulation, before the time window chosen for this study. Additional data are required to better assess why no increase of IL8 transcription was detected during the global inflammatory process induced by LPS stimulation in rabbit PBMCs between 4 and 24 hours post stimulation, and why a down-regulation of bactericidal activity-related genes was found at T24. It could be interesting to carry out new kinetics studies that include earlier time points (e.g. one hour post-stimulation), as well as a mid-time point (e.g. 12 hours post stimulation) and a late time point at 48 hours post-stimulation, thus providing new data to validate or not the hypothesis that rabbits differ from mice and humans for the *in vitro* production of IL8, and up-regulation of DEFB1 and BPI by PBMCs upon LPS stimulation.

### Sets of genes commonly affected by LPS stimulation in various mammalian species

Our results have confirmed a wide range of genes, other than cytokines and chemokines, which were affected by LPS stimulation in rabbit PBMCs. This has already been reported in other species, thus illustrating shared innate immunity responses among mammals.

The SAA1 gene belongs to the family encoding the serum amyloid A (SAA) proteins. As reported in pigs [18], the SAA1 gene was found up-regulated upon LPS stimulation in PBMCs at T24. The association of increased levels of SAA proteins with inflammatory states has been largely reported [49], but the precise functions of SAA proteins still need clarification. SAA has been reported to be involved in the establishment and maintenance of inflammation, and as an opsonin it facilitates phagocytosis of Gram-negative bacteria [50]. SAA acts as an antiapoptotic agent for neutrophils [51], and directly drives a regulatory program in neutrophils by stimulating them to produce IL10 that has anti-inflammatory effects [52]. The strong up-regulation of IL10 detected in rabbit PBMCs at T24 might be related to this role of SAA. In addition, SAA was recently shown to induce mitogenic signals in regulatory T cells, by enhancing the secretion of IL1B and IL6 by monocytes, and driving them toward a phenotype resembling immature dendritic cells [53]. Indeed, IL6 and IL1B genes were both strongly up-regulated together with SAA1. Our results suggest that the rabbit is an interesting species for further study of SAA-associated regulatory mechanisms, which could be shared across mammals.

The S100A12 gene was strongly up-regulated in rabbit LPS-stimulated PBMCs at T24, as reported in pig PBMCs under similar LPS stimulation conditions [18]. S100A12 gene belongs to the family that encodes the S100 proteins. Approximately 25 different S100 proteins have been characterized so far [54]. A common feature shared by all the S100 proteins is the presence of a pair of calcium-binding helix-loop-helix domains referred to as EF-hand calcium-binding regions toward either end of the protein and separated by a hinge region [55]. The broad diversity of S100 proteins is related to a multitude of biological functions such as cell growth, cell differentiation, and cell survival in numerous physiological and pathological conditions in all cells of the body. Furthermore, all S100 proteins are likely to induce some changes in the actin cytoskeleton organization [54]. S100A12 is expressed in the myeloid cell lineage, and is found in abundance in granulocytes, monocytes, and lymphocytes in human. Extracellular S100A12 can induce directional migration and chemotactic responsiveness of monocytes and neutrophils *in vitro* [54].

At T24 post LPS stimulation, we detected a very strong transcription increase of the gene F3 that encodes the coagulation factor III or thromboplastin, a cell surface glycoprotein that enables cells to initiate the blood coagulation cascades. It has been long reported that blood cells generate thromboplastin activity upon incubation with LPS or Gram-negative bacteria [56]. It has been further established that monocytes are the blood cells that possess this property [57], and that collaboration with lymphocytes is required for a rapid induction of procoagulant activity [58]. Induction of pro-coagulant activity of hepatic macrophages by LPS has already been demonstrated in rabbits [59]. In this paper, we demonstrate by a genome-wide and a non-focused approach that a pro-coagulant activity is also strongly induced by LPS in PBMCs in the rabbit.

A concerted action of S100A12, SAA, and thrombotic functions during inflammatory diseases has been reported in humans [60]. Here, we clearly show that in rabbit PBMCs stimulated *in vitro* by LPS, a strong combined increase in the expression of the corresponding rabbit genes (S100A12, SAA1, F3) is detected.

### PMA-Ionomycin stimulation affects many more genes than LPS stimulation

PMA is a diester of phorbol and a potent tumor promoter often used in biomedical research to activate the signal transduction enzyme protein kinase C (PKC). For *in vitro* cell stimulation, PMA is used in conjunction with ionomycin, a Ca^2+^ ionophore produced by the bacterium *Streptomyces conglobatus*. The number of DE genes after PMA-Ionomycin stimulation was found to be 15 and 20 times higher at T4 and T24, respectively, by comparing to the number of DE genes after LPS stimulation. These findings are in agreement with a similar study in swine in which we reported that ten times more genes were DE after PMA-Ionomycin stimulation than after LPS stimulation [18]. This difference is consistent with the dynamics of the responses to LPS and PMA-Ionomycin, since it was observed at T4 and maintained at T24. As previously discussed [18], this observation might reflect that LPS targets only a limited set of monocytes and macrophages expressing CD14 [61], while PMA-Ionomycin has a much wider spectrum of target cells. We found 515 probes that were down- and up-regulated at T4 and T24, respectively, and vice versa for another 227 probe set. All these genes relate to the same biological functions than those associated to genes found only up- or down-regulated at both T4 and T24, thus likely reflecting a dynamic process that includes combined actions of genes toward a concerted immune response.

### PMA-Ionomycin stimulation induced early Th2, iTreg (induced Tregs), and Th17 responses at T4 followed by an increase in the Th1 response at T24

At T4, the cytokine profile revealed a very strong up-regulation of IL13 and IL4, which are produced by Th2 population subsets [61]. Both cytokines were still up-regulated at T24 in comparison to mock-stimulated cells but with a much lower fold-change than at T4 (Table 5). 

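The log2 FC of IL13 changed between T4 and T24 by -4.89 (adjusted p = 6.31e-11), and that of IL4 by -2.46 (adjusted p = 0.00159). For IL13 it is against a mock level not well above background.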

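STAT6 had a log2 FC of -0.99 (standard error 0.23, adjusted p = 0.00208) after PMA-Ionomycin at T4, lower in 4 of 4 rabbits, and -0.15 (adjusted p = 0.742) at T24. GATA3 had -0.066 (adjusted p = 0.896) at T4 and 0.19 (adjusted p = 0.511) at T24, where it was well above background on 1 of 4 PMA-Ionomycin arrays and 1 of 4 mock arrays.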

We could not detect up-regulation of transcription factors that induce cells to commit to a Th2 phenotype such as STAT6 and GATA3. Similarly, IL10 could be detected at T4 but the up-regulation was decreased at T24, as previously described in pigs [62]. This cytokine is identified as a hallmark of iTreg lymphocytes [61]. 

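After PMA-Ionomycin the log2 FC of IL10 changed between T4 and T24 by -3.20 (adjusted p = 0.0123).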

The FOXP3 gene known to be involved in iTreg lymphocyte differentiation was not found to be affected by PMA-Ionomycin stimulation. In addition, IL17F was moderately up-regulated at T4 (Table 5) in comparison to mock-stimulated PBMCs, and IL17A was found to be DE at both T4 and T24 with a decrease in the FC between stimulated and non-stimulated PBMCs at T24 in comparison to T4. 

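For IL17A the change of the log2 FC between T4 and T24 was -2.11 (adjusted p = 0.00282), against a mock level not well above background at either time.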

All these results suggest a very early expression of Th2, iTreg, and Th17-associated cytokines with a progressive slow-down after T4. Conversely, we detected an increase in Th1 phenotypes between T4 and T24. Indeed, the two lineage-defining transcription factors STAT4 and TBX21 (or T-bet) were significantly up-regulated at T4, and at T4 and T24, respectively. STAT4 and TBX21 genes drive the Th1 cell commitment and IFNG is the main Th1 cytokine. These data show that PMA-Ionomycin stimulation induces a Th1 response that is not only maintained, but was found to increase at T24. This coincides with results we have previously reported, where a predominance of a Th1 response after PMA-Ionomycin treatment of PBMCs was seen in swine for T24. 

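The log2 FC of STAT4 was 0.40 (standard error 0.26, adjusted p = 0.356) after PMA-Ionomycin at T4. The change between times was not significant for IFNG (0.066, adjusted p = 0.946), whose probes moved in opposite directions. From the regulation of STAT4, TBX21 and IFNG, the paper concludes that a Th1 response was induced and increased at T24.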

Our results in rabbits suggest that the Th1 response induced by PMA-Ionomycin might be maintained on a longer term than other responses, thus confirming a predominance of a Th1 response after 24 h stimulation as previously shown in pigs [18]. Recent reports have demonstrated a plasticity of T-helper cell differentiation [61], thus suggesting that T cell differentiation is not always the result of a direct differentiation from naïve T cells but that new cell commitments may also occur after a reprogramming of differentiated cells [61]. From our data, we cannot determine whether the observed Th1 phenotype increase is due to the reprogramming of differentiated T cells or to the direct differentiation of naïve T cells.

### A strong up-regulation of CSF2 and a down-regulation of IL16 induced by PMA-Ionomycin stimulation in favor of cell proliferation

The most up-regulated gene at T4 and T24 after PMA-Ionomycin stimulation was CSF2, a cytokine that functions as a white blood cell growth factor. CSF2 stimulates stem cells to produce granulocytes (neutrophils, eosinophils, and basophils) and monocytes [63]. By contrast, the cytokine IL16 was down-regulated at both T4 and T24, with a high negative fold-change.

Several studies have shown that IL16 is constitutively expressed in peripheral blood monocytes and that there is a direct link between IL16 expression and apoptosis [64,65], and with autoimmune and allergic diseases [66]. Whereas some genes (including IL10, IL16, and TLR6) have been shown to be down-regulated during Fas-mediated or camptothecin-induced apoptosis in human polymorphonuclear leukocytes [67], our results confirmed previous studies where down-regulation of IL16 is associated with T cell activation and proliferation [68,69]. IL16 has also been described as an important growth-promoting factor in multiple myeloma [70].

## Conclusion

In this report, we have characterized the gene profiling modification of rabbit PBMCs upon *in vitro* stimulation by either LPS or a mixture of PMA and ionomycin, thus providing genome-wide expression data on immune responses for the rabbit species. Our results were consistent with data previously cited for other mammalian species, thus confirming that the rabbit is a relevant model for immunity studies.

Presently, the rabbit is no longer a species lacking genomic tools. The availability of a 7X coverage of the genome sequence [7], together with the progress of related information on annotation and SNP variations, constitute highly valuable tools for launching large-scale genome-wide studies in this species [4]. For transcriptomic studies, it is now widely acknowledged that RNAseq-approaches are well adapted to exhaustively detect all transcription variations between different conditions together with SNP variations among individuals. The rabbit is a very useful model in biomedical research [4,71]. As a livestock species, there is a need for large scale studies on resistance to disease and reduction of the use of antibiotics in production systems. The rabbit species does not have the same financial means as other species such as cattle. This study shows that a commercial well-annotated microarray is now available for rabbits, and can be used in combination with RNAseq approaches. Due to their efficiency in the study of immune responses, as well as their cost-effectiveness, the use of microarrays can be easily expanded to large cohorts of animals either for biomedical research or for improving knowledge on immunity and resistance to diseases to promote safe and efficient farm systems.

## Methods

### Enrichment and annotation steps

The first step was to compare the existing Agilent customized microarray design 8x60K (GPL16482) with the set of genes involved in the pig immune response [18] and then using the Gene Ontology term GO:0002376 (immune system process) on rabbit, pig, mouse and human species. Immunity-related rabbit sequences were retrieved by GeneID and RefSeq search or by analysis for sequence similarity by BLAST. All 60-mer length oligonucleotide probes were designed using eArray (Agilent technologies). All new probes were spotted in triplicates. The platform was registered under the GEO accession number GPL16709.

The second step was the annotation of the probes present on the microarray. Preliminary work based on chromosomal coordinates was made. Then we performed a BLAST search of the rabbit probe sequences versus a new RNAseq annotated database (Broad Institute, Cambridge, MA, USA).

### PBMCs: isolation and stimulation

All experiments involving animals complied with the institutional guidelines of the French Ethical Committee. All animals were bred and slaughtered in an approved animal facility (UCEA, approval number A-78-322-4). Experimental protocols were conducted under the supervision of the animal welfare committee in charge of this animal facility (Protocol registered under number 272). V. Duranthon holds an authorization certificate issued by the French governmental administration to experiment on animals (Authorization number B78-101). PBMCs were obtained from 13 mL of heparinized whole blood of four adult female New Zealand White rabbits (numbered 1, 2, 4, and 5) by density gradient separation using ficoll-histopaque. A total of 5 × 10^5^ cells were suspended into RPMI 1640 medium (BioWhittaker, Belgium) supplemented with 200 mM/L of L-glutamine (Sigma-Aldrich, Saint Louis, MO, USA), 10% heat inactivated fetal bovine serum, 1% penicillin and streptomycin (Life Technologies, Carlsbad, CA, USA). PBMCs were stimulated with 1 μg/mL of LPS (Sigma, France) or a mixture of PMA (Sigma, France) at 10 ng/mL and ionomycin (Sigma, France) at 1 μg/mL. For mock-stimulation, a buffer without stimulation agents was added to the cells similarly to stimulation conditions. Cells were incubated at 37°C with 5% CO_2_ and harvested 4 and 24 hours post-stimulation for further RNA extraction.

### RNA extraction

Total RNA was extracted from PBMCs using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) and residual contaminating genomic DNA was cleaned by using RNase-free DNase I (Qiagen, Valencia, CA, USA). RNA samples were quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The RNA integrity was then assessed on a Bioanalyzer 2100 using RNA 6000 Nano chips (Agilent Technologies, Santa Clara, CA, USA).

### RNA labeling and microarray processing

Transcriptional profiling was performed using the previously described custom array. A total of 24 samples was processed. All steps were performed by the CRB GADIE facility (INRA Jouy-en-Josas, France, http://crb-gadie.inra.fr/). Cyanine-3 (Cy3) labeled cRNA were prepared using 200 ng of total RNA using the One-Color Low Input Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA, USA) following the recommended protocol. Specific activities and cRNA yields were determined using the NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA).

For each sample, 600 ng of Cy3-labeled cRNA (specific activity > 6.0 pmol Cy3/μg of cRNA) were fragmented at 60°C for 30 minutes in a reaction volume of 25 μl containing 25× Agilent Fragmentation Buffer and 10× Agilent Blocking Agent, following the manufacturer’s instructions. Subsequently, 25 μl of 2× Agilent Hybridization Buffer were added to the fragmentation mixture and hybridized to the Rabbit Custom Gene Expression Microarrays (Agilent Technologies, design ID: 042421) for 17 hours at 65°C in a rotating Agilent hybridization oven (Agilent Technologies). After hybridization, microarrays were washed 1 minute at room temperature with the GE Wash Buffer 1 (Agilent Technologies) and 1 minute at 37°C using the GE Wash Buffer 2 (Agilent Technologies), then dried instantly.

Immediately after washing, the slides were scanned using a G2565CA Scanner System (Agilent Technologies), which used a scan protocol with a resolution of 3 μm and a dynamic range of 20 bits. The resulting .tiff images were analyzed with the Feature Extraction Software v10.7.3.1 (Agilent Technologies), using the GE2_107_Sep09 protocol. The microarray data were submitted to the GEO and received the accession number GSE59263.

### Statistical analysis

Microarray data were analyzed using the R/Bioconductor software package Limma (Linear Models for Microarray Data) [72]. The median signals of all probes were first Log 2-transformed, and then these data were normalized by a median normalization. After averaging the normalized data of the probes targeting the same genes, a linear model was fitted for all probes using lmFit function, with type of stimulation and time as factors. As we had a low number of biological replicates, we also used the empirical Bayes approach to compute moderated t-statistics and log-odds of differential expression. The differential analysis was done with averaged and single probes, and DE genes were identified based on contrasts for the (stimulation × time levels) interactions. The P-values were corrected for multiple testing using a false discovery rate method (q-value < 0.05), which provides an estimate of the fraction of false discoveries among the significant terms. A PCA and a HCA were performed. In the results and discussion, the FC values were transformed into linear values for a better biological understanding. Venn diagrams were produced using the Limma package [72]. Finally, the significant DE genes were analyzed with IPA (Ingenuity Systems, Mountain View, CA; http://www.ingenuity.com) to obtain the top biological functions and relevant networks.

### Real time quantitative reverse transcription PCR

For real-time PCR analyses, 100 ng of DNase I treated total RNA were reverse-transcribed using Superscript III with random hexamers (Life Technologies, Carlsbad, CA, USA). Triplicate reactions were performed in a final volume of 20 μL, mixing 20 μL cDNA, 120 nM primers and 10 μL SYBR Green PCR Master Mix (Life Technologies, Carlsbad, CA, USA), using a QuantStudio 12 K Flex system (Life Technologies, Carlsbad, CA, USA). Primers were defined either using the Primer3 Software (Life Technologies, Carlsbad, CA, USA) or manually designed (Additional file 9). The genes B2M and GAPDH were chosen as housekeeping genes and the 2^-∆∆Ct^ method was used to calculate the fold change in gene expression. For comparison with microarray data, Spearman correlation was calculated between the Log2 (FC) provided by the microarray study and the Log2 (Ct) provided by the RT-qPCR study [73].

## Additional files

Additional file 1:
**Gene set related to the immune response.** The file gene_set_S1.xlsx is an excel file, which contains the set of immune genes missing on the previous array with associated Ensembl ID. Additional file 2:
**Hierarchical clustering. Pearson correlation distance – Ward linkage.** The file hierarchical_clustering_S2.docx is a word file, which contains a hierarchical clustering of samples, using the Pearson correlation distance and ward linkage. Additional file 3:
**List of differentially expressed genes (FDR < 0.05) in rabbit PBMCs after LPS activation by comparison to mock-stimulation at T4 post-stimulation.** The file LPS_T4_S3.xlsx is an excel file, which contains all differentially expressed genes after LPS activation by comparison to mock-stimulation at T4 post-stimulation. Additional file 4:
**List of differentially expressed genes (FDR < 0.05) in rabbit PBMCs after LPS activation by comparison to mock-stimulation at T24 post-stimulation.** The file LPS_T24_S4.xlsx is an excel file, which contains all differentially expressed genes after LPS activation by comparison to mock-stimulation at T24 post-stimulation. Additional file 5:
**List of differentially expressed genes (FDR < 0.05) in rabbit PBMCs after PMA-Ionomycin activation by comparison to mock-stimulation at T4 post-stimulation.** The file PMA_Iono_T4_S5.xlsx is an excel file, which contains all differentially expressed genes after PMA-Ionomycin activation by comparison to mock-stimulation at T4 post-stimulation. Additional file 6:
**List of differentially expressed genes (FDR < 0.05) in rabbit PBMCs after PMA-Ionomycin activation by comparison to mock-stimulation at T24 post-stimulation.** The file PMA_Iono_T24_S6.xlsx is an excel file, which contains all differentially expressed genes after PMA-Ionomycin activation by comparison to mock-stimulation at T24 post-stimulation. Additional file 7:
**MHC profile of PMBCs after PMA-Ionomycin activation at T4 and T24.** The file MHC_profile_S7.docx is a word file, which contains genes of the Major Histocompatibility Complex found differentially expressed at T4 or/and T24. Additional file 8:
**Log2(FC) and Log2(Ct) of Microarray and qRT-PCR data.** The file PCR_validation_S8.docx is a word file, which contains microarray and qRT-PCR data used for the validation of the microarray study. Additional file 9:
**Primer sequences for qRT-PCR validation.** The file primers_sequences_S9.docx is a word file, which contains primer sequences (forward and reverse) of genes used for qRT-PCR validation, with amplicon size and accession number.

## Abbreviations

PBMC: Peripheral blood mononuclear cell
LPS: Lipopolysaccharide
PMA: Phorbol myristate acetate
DE: Differentially expressed
RNA-seq: RNA sequencing
FC: Fold change
FDR: False discovery rate
qRT-PCR: Quantitative Real-Time PCR

# Supplementary material for: Genome-wide immunity studies in the rabbit: transcriptome variations in peripheral blood mononuclear cells after in vitro stimulation by LPS or PMA-Ionomycin
**Source:** BMC Genomics. 2015 Jan 23;16(1):26. doi: 10.1186/s12864-015-1218-9
**Supplement:** Additional file 7: — MHC profile of PMBCs after PMA-Ionomycin activation at T4 and T24. The file MHC_profile_S7.docx is a word file, which contains genes of the Major Histocompatibility Complex found differentially expressed at T4 or/and T24.

**Additional file 7:** Transcription profile of genes involved in the MHC class I and class I presentation pathways in PBMCs at T4 and T24 post-stimulation by PMA-Ionomycin.

|  | **ID** | **T4** | | **T24** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **FC**^1^ | **adj.P.Val** | **FC**^1^ | **adj.P.Val** |
| MHC class I  presentation  pathway | HSPD1 | ND^2^ |  | 5.94 | 1.67E-13 |
|  | HSPB11 | ND |  | 5.32 | 2.15E-13 |
|  | HSPH1 | ND |  | 5.14 | 6.43E-13 |
|  | PSMB9 | ND |  | 4.31 | 4.66E-06 |
|  | TAP1 | ND |  | 2.47 | 1.03E-02 |
|  | HSP90AA1 | ND |  | 2.25 | 5.12E-08 |
|  | HSP90AB1 | ND |  | 2.23 | 1.72E-04 |
|  | PSMB2 | ND |  | 2.21 | 1.17E-07 |
|  | PSMB1 | ND |  | 2.19 | 7.35E-09 |
|  | PSMB4 | ND |  | 2.02 | 4.99E-06 |
|  | PSMB5 | ND |  | 1.99 | 6.10E-08 |
|  | HSPA8 | ND |  | 1.82 | 8.84E-03 |
|  | HSPA9 | ND |  | 1.66 | 7.79E-07 |
|  | PSMB3 | ND |  | 1.66 | 3.96E-02 |
|  | CANX | ND |  | 1.59 | 5.60E-04 |
|  | HSPA4 | ND |  | 1.57 | 5.84E-05 |
|  | PSMB7 | ND |  | 1.38 | 4.26E-03 |
|  | HSP90B1 | ND |  | 1.23 | 4.50E-02 |
|  | HSPA13 | ND |  | -1.30 | 1.78E-02 |
|  | HSPBAP1 | ND |  | -1.55 | 2.17E-06 |
| MHC class II  presentation  pathway | HLA-DPB1 | ND |  | -2.19 | 5.96E-05 |
|  | RLA-DQB | ND |  | -6.34 | 4.69E-08 |
|  | HLA-DPA1 | ND |  | -7.83 | 2.12E-03 |
|  | RLA-DMB | -5.75 | 2.65E-10 | -8.42 | 5.76E-12 |
|  | RLA-DQA | ND |  | -12.95 | 1.46E-06 |
|  | HLA-DMA | -4.07 | 1.21E-06 | -16.49 | 1.76E-11 |
|  | HLA-DOA | ND |  | -18.91 | 1.17E-05 |
|  | RLA-DRB1 | -2.58 | 4.74E-02 | -24.13 | 9.33E-08 |
|  | RLA-DR-ALPHA | ND |  | -27.20 | 1.19E-09 |

^1^ FC: fold change

^2^ ND: not detected as differentially expressed

# Supplementary material for: Genome-wide immunity studies in the rabbit: transcriptome variations in peripheral blood mononuclear cells after in vitro stimulation by LPS or PMA-Ionomycin
**Source:** BMC Genomics. 2015 Jan 23;16(1):26. doi: 10.1186/s12864-015-1218-9
**Supplement:** Additional file 8: — Log2(FC) and Log2(Ct) of Microarray and qRT-PCR data. The file PCR_validation_S8.docx is a word file, which contains microarray and qRT-PCR data used for the validation of the microarray study.

**Additional file 8:** Log2(FC) and Log2(Ct) of Microarray and qRT-PCR results, respectively

|  | Gene  Name | LPS T4 | | LPS T24 | | PMA-ionomycin T4 | | PMA-ionomycin T24 | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | Microarray^1^ | qPCR^2^ | Microarray^1^ | qPCR^2^ | Microarray^1^ | qPCR^2^ | Microarray^1^ | qPCR^2^ |
| Ref gene | B2M | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* |
| Ref gene | GAPDH | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* |
| Test gene | IL1B | *No DE* | *No DE* | 4.18 | 4.16 | *No DE* | *No DE* | -3.55 | -2.98 |
| Test gene | IL2 | *No DE* | *No DE* | *No DE* | *No DE* | 5.32 | 10.17 | 4.35 | 8.65 |
| Test gene | IL6 | *No DE* | *No DE* | 4.75 | 5.41 | 2.34 | 1.87 | 2.01 | 1.10 |
| Test gene | IL10 | *No DE* | *No DE* | 4.14 | 4.14 | 5.06 | 4.77 | 2.01 | 2.50 |
| Test gene | IFNG | *No DE* | *No DE* | *No DE* | *No DE* | 3.09 | 7.03 | 3.62 | 6.82 |
| Test gene | TNF | *No DE* | *No DE* | 2.56 | 2.68 | *No DE* | *No DE* | 2.36 | 1.80 |
| Test gene | CCL4 | *No DE* | *No DE* | 3.19 | 3.86 | *No DE* | *No DE* | 2.33 | 1.43 |
| Test gene | CD14 | -1.21 | -1.13 | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* | *No DE* |

^1^ Values are in Log2(Fold Change)

^2^ Values are in Log2(Ct)

# Supplementary material for: Genome-wide immunity studies in the rabbit: transcriptome variations in peripheral blood mononuclear cells after in vitro stimulation by LPS or PMA-Ionomycin
**Source:** BMC Genomics. 2015 Jan 23;16(1):26. doi: 10.1186/s12864-015-1218-9
**Supplement:** Additional file 9: — Primer sequences for qRT-PCR validation. The file primers_sequences_S9.docx is a word file, which contains primer sequences (forward and reverse) of genes used for qRT-PCR validation, with amplicon size and accession number.

**Additional file 9:** Primer sequences for qRT-PCR validation

| Gene name (Symbol) | Forward | Reverse | Amplicon size (bp) | Accession number |
| --- | --- | --- | --- | --- |
| B2M | CCCAGAAGTACAGAAAACATGG | TCAAGGAGCCTATGACAGTGAA | 176 | NM_004048 |
| GAPDH | AGTGACACCCACTCCTCCAC | TGTAGCCAAATTCGTTGTCG | 100 | NM_001082253 |
| IL1B | TTGAAGAAGAACCCGTCCTCTG | CTCATACGTGCCAGACAACACC | 128 | NM_001082201 |
| IL2 | TCCAGGATGCTCACATTCAA | GCACTTCCTCCAGAGGTTTG | 100 | NM_001163180 |
| IL6 | GAAAACACCAGGGTCAGCAT | TGAGGGTGGCTTCTTCATTC | 97 | NM_001082064 |
| IL10 | AGAACCACAGTCCAGCCATC | TTTTCACAGGGGAGAAATCG | 106 | NM_001082045 |
| IFNG | TTCAGCACATTGGAGAGTTCA | GCAACCTCACTAAGATGGATGA | 103 | NM_001081991 |
| TNF | CTCTTCTGCCTGCTGCACTT | GGCCACAGGGTTGACTAGAT | 87 | NM_001082263 |
| CCL4 | GAGACCACCAGCCTCTGCTC | TCAGTTCAGTTCCAAGTCATCCAC | 123 | NM_001082196 |
| CD14 | TCACCTAGACCTCAGCCACA | CACCTGCTGCAGTCCAGTAA | 106 | NM_001082195 |

How the deposited data were processed for this re-analysis (not part of the article)

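PBMCs of rabbits 1, 2, 4 and 5 were mock-stimulated or stimulated with LPS or PMA-Ionomycin for 4 or 24 h, and each culture was measured on an array of its own. The authors deposited the scanner output of each array, in which the median signal, the mean signal and the local background are spot intensities in pixel brightness with no correction, and the processed signal is an intensity from which the background was subtracted and a spatial trend removed. None of these was scaled between arrays. The authors also deposited a table of log2 values, which equal the log2 median signal minus the mean over all spots of the array.

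Values were computed as given beside the description of the arrays, following the Statistical analysis section. Calculations were made in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Probes were named by their RefSeq accession, gene number or the gene name of the files through the RefSeq gene table. For a gene with more than 1 probe the log2 values of its probes were averaged, and passages state where the probes of a gene differ. FAM26F of the paper is CALHM6 here, and S100A8 of the paper joins S100A8 and MRP-8, both identified by matching fold changes to those of the paper.

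Comparisons were each stimulation against mock at the same time, and the interaction of stimulation and time, by limma with a mean for each group. Gene sets were tested with fry and with camera. Principal component scores were compared by exact permutation, and correlations by 100000 permutations. Hierarchical clustering used the Pearson correlation distance and Ward linkage. Genes named in the text are those the paper names in its Results, Tables 2 to 5 and Additional files 7 and 8, and in each comparison the 5 largest rises and 5 largest falls among called genes with a symbol that changed the same way in 4 of 4 rabbits and were well above background on all 4 arrays of the brighter group. Of 195 genes the paper names, 165 were found. Marker lists were written for monocytes, B cells, T cells, NK cells, platelets, neutrophils and erythrocytes, with 15, 9, 12, 3, 8, 9 and 7 genes found, of which 6 of the last list entered its medians.

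Comparisons, tests, gene lists and alternatives were set before the data were examined, except those that the text marks as chosen later. The alternatives were quantile normalization, the processed signal scaled to its 75th percentile, normexp with an offset of 50 followed by quantile normalization, the deposited log2 table, leaving out probes not well above background on all 4 arrays of any group, keeping spots marked as outliers, fitting only the arrays of the comparison, the rabbit or the slide as a block, array weights, eBayes with trend and robust, single probes, a required fold change of at least 2, and leaving out each rabbit. For principal components, unscaled genes were also tried. Averaging under the gene names of the files, the added IFNG probe alone and the comparison of mock samples of both times were chosen after the data were seen.

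The rabbit numbers mark the same animals, so that samples are paired. The deviations of arrays from their group means had a median correlation of 0.228 between arrays of the same rabbit (60 pairs) and -0.0733 between different rabbits in other groups (180 pairs). The methods use no pairing, and the fit with the rabbit as a block was an alternative.

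The limma steps were tested on simulated data, in which 200 of 28626 genes were changed by known amounts. They recovered 93.5% of the changed genes for LPS at T4, 94.5% for LPS at T24, 96.5% for PMA-Ionomycin at T4 and 93% for PMA-Ionomycin at T24, with 4.59, 6.9, 4.46 and 3.63% of calls false. For the interactions, of which 400 genes were changed, 86.5% were recovered for LPS and 90.5% for PMA-Ionomycin. Sets of 8 unchanged genes passed fry in 5.4% of draws. The simulated noise was normal and independent between genes and between arrays, with no rabbit effect and no weak array. These rates show that the steps work in that setting, and do not measure errors on the real arrays. The network and function analyses of the paper were not analysed here, and the copies of Additional files 5 and 6 that could be read hold their first 1998 genes and entered no test. Some paper-named genes, such as TBX21, were not found by name among the probes.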

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

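The tests of principal component scores against background and of the marker list of platelets and the mock comparison were chosen after the result was seen, and the other tests of this part before. In total, 15 of 369 groups of 4 rabbits (4.1%) held a rabbit far from the others, where chance gives about 1 in 20. Single cases below may therefore be chance, and no alternative explanation was tested for them except where one is named (the share of spots well above background, r = 0.811).

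Rabbit 2 after PMA-Ionomycin at T4 lay far from the other rabbits in its share of spots well above background, 52.6% (Dixon's ratio 0.866), and in its score on the first principal component, -178 (ratio 0.9005). Over the 24 arrays, deviations from the group means in the score and in the share were correlated (Pearson's r = 0.811, permutation p = 0.00059; Spearman's rho = 0.759, permutation p = 0.00061). Without grouping, r was 0.806 (rho 0.649), and without the 2 arrays with the farthest shares 0.618, or 0.68 for the deviations. Within slides 1, 2 and 3, with 8 arrays each, it was 0.702, 0.941 and 0.509. A difference in signal strength between arrays may therefore contribute to the first component. A biological difference of rabbit 2 stays open, as untested.

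Among named genes after LPS, rabbit 5 was far from the others for LMTK2 at T4, with a log2 difference of 0.42 against 1.63 to 1.82 (ratio 0.871), for LMNA at T24 (0.030 against -1.50 to -1.41, ratio 0.942) and for SERPINB2 at T24 (2.93 against 4.38 to 4.64, ratio 0.849). Rabbit 1 was far from the others for MPP1 at T4 (-0.23 against -1.92 to -1.68, ratio 0.858).

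After PMA-Ionomycin at T4, rabbit 2 was far from the others for IFNAR1 (-0.36 against -1.10 to -0.99, ratio 0.851) and IFNGR1 (-1.74 against -0.63 to -0.46, ratio 0.87), and rabbit 1 for IL22RA2 (-1.21 against -0.11 to -0.014, ratio 0.923). At T24 it was rabbit 5 for CCNB1 (3.68 against 4.49 to 4.50, ratio 0.982), IL18 (-0.27 against 0.92 to 1.15, ratio 0.84), CCL21 (-1.77 against -0.43 to -0.32, ratio 0.929) and GATAD2B (-1.23 against -0.23 to -0.15, ratio 0.929), rabbit 4 for MGP (-6.93 against -5.52 to -5.25, ratio 0.838) and rabbit 1 for IL12A (2.92 against 1.85 to 1.94, ratio 0.911).

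The change against mock differed between T4 and T24 for 547 genes after LPS and 6472 after PMA-Ionomycin by the interaction in limma, 25 and 59 of them among the named genes. Of the regroupings that exchange stimulation and mock within rabbits, 100 were compared. For LPS the true grouping gave the largest number (1 of 100 as large, the next 170). The others gave a median of 0 genes, since exchanging only some rabbits places the effect of LPS in the spread within groups. They are therefore no measure of chance for a difference between times, and this test cannot decide the question. The number for LPS fell to 3 without rabbit 2 and 29 without rabbit 4, so that chance stays open. For PMA-Ionomycin 5 of 100 were as large, the true one included, with up to 9584 genes, and this test cannot decide here either. The other 4 exchange stimulation and mock in all 4 rabbits at T24, 3 of them with 1 rabbit at T4 also. They set the sum of the effects at T4 and T24 against 0, wholly or in most rabbits, in place of their difference. On leaving out each rabbit, 4500 to 6467 genes passed by the interaction in limma, which argues against chance for PMA-Ionomycin.

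Among named genes, those with significant changes in opposite directions at T4 and T24 were, after LPS, both PHYH transcripts, whose log2 FC changed by 2.15 and 1.72 between times, and after PMA-Ionomycin BCO2 (7.60), CCNB1 (5.24), NCAPG (5.70), IL6ST (-4.07) and PSMB9 (3.24). With the slide as a block, 667 genes were lower at T4 and higher at T24 after PMA-Ionomycin, against 701 without it, which argues against the slide as the source. The time of stimulation stays open as a biological source, and was not separated from time in culture.

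Genes outside those the paper discusses changed. After LPS at T4, IL23A had a log2 FC of 2.27 (adjusted p = 0.0403), ZBTB10 0.95 (adjusted p = 0.0475) and ATP6AP1 -1.62 (adjusted p = 0.0218). The calls of IL23A, ZBTB10 and ATP6AP1 held under 7 of 16, 7 of 16 and 13 of 17 alternatives. After LPS at T24, SERPINB2 had 4.12 (adjusted p = 5.66e-06) and after PMA-Ionomycin at T4 MMP10 6.83 (adjusted p = 5.34e-16), well above background on 1 of 4 mock arrays. All were of the same direction in 4 of 4 rabbits. IL23A was also called higher after LPS at T24, with a log2 FC of 3.70 (adjusted p = 0.000217 by limma). The mock level of SERPINB2 fell from 6.89 at T4 to 2.10 at T24. Its change after LPS at T24 is therefore set against a mock level that fell in culture, and need not be a rise over T4. No explanation was tested for these genes.

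The mock samples of T24 and T4, which the paper does not compare, differed in 3601 genes, 2138 higher and 1463 lower at T24. This balance depends on the scaling, with 1663 higher and 1780 lower with the processed signal. Quantile normalization gave 2076 higher and 1879 lower. With the slide as a block 3751 genes differed, which argues against the slide as the source. The platelet list was lower at T24 by a median log2 change of -1.71 and below over 95% of random lists of its size, in line with a loss of platelet transcripts in culture, a candidate explanation only. Other lists moved as far against random lists, so that the platelet list does not stand alone. The medians of the monocyte, B cell, T cell, neutrophil and cell cycle lists were 0.77, 0.0533, -0.36, 0.15 and -0.66, above 100.0, 48.3, 0.03, 83.6 and 0.0% of random lists of their sizes.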

How the results depend on the processing

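Averaging under the gene names of the files, the added IFNG probe and the mock comparison were chosen after the data were seen. Of 333 changes of named genes, quantile normalization left 303 on the same side of the threshold, the processed signal 299, the slide as a block 323, the rabbit as a block 311 and leaving out rabbits 1, 2, 4 and 5 301, 287, 276 and 307. No direction turned under these. Of 188 interactions of named genes with time, 25 more were significant with the rabbit as a block and 0 fewer, and 12, 36, 31 and 13 were lost without rabbits 1, 2, 4 and 5. Under the gene names of the files IFNG after PMA-Ionomycin turned to -0.78 at T4 and -1.34 at T24, because the base array probe is then averaged alone.

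The number of DE genes after LPS at T4, 293, was 112 with quantile normalization, 8 with the processed signal, 102 with normexp and quantile normalization, 71 with the deposited table, 1045 with array weights, 111 with trend and robust and 110 with a fold change of at least 2. With only the arrays of the comparison limma called 0 (3506 at an unadjusted p under 0.05). Leaving out each rabbit gave 0 to 119. At T24, against 341, it was 64 with only the arrays of the comparison, 955 with array weights, 711 single probes, 222 with a fold change of at least 2 and 86 to 608 on leaving out each rabbit. Genes called at both times, 6, were 3, 1, 10 and 0 with quantile normalization, the processed signal, dim probes left out and only the arrays of the comparison, 64 with array weights, 3 with trend and robust, 15 with single probes and 0 to 10 on leaving out each rabbit. The interaction for LPS was 184 with the processed signal, 203 with only the arrays of the comparison, 2162 with array weights, 996 with single probes and 3 to 404 on leaving out each rabbit. The cause was not tested, except that single probes count more tests and a fold change adds a condition.

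With the rabbit as a replicate block, 1227 genes were called after LPS at T4 (86 higher and 1141 lower), 739 at T24 (403 and 336), 47 at both times and 1641 for the interaction. For PMA-Ionomycin it gave 7476 at T4 and 10480 at T24.

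For PMA-Ionomycin, 10036 and 14566 single probes were called at T4 and T24, 9975 for the interaction and 6406 at both times. A fold change of at least 2 left 2660, 4672 and 4112 genes. The ratio of DE genes to LPS at T4 was 65.7 with quantile normalization, 870.4 with the processed signal, 71.5 with normexp, 92.3 with the deposited table, 6.09 with the replicate block, 7.48 with array weights, 57.6 with trend and robust and 44.8 to 64.2 on leaving out each rabbit. At T24 it was 146 with only the arrays of the comparison, 14.2 with the replicate block, 11 with array weights and 14.8 to 98.8 on leaving out each rabbit. No ratio is given where limma called 0 genes after LPS.

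On the principal components, quantile normalization moved the silhouette width of mock against LPS at T4 to 0.403, and of mock against PMA-Ionomycin at T4 to 0.635, where unscaled genes gave 0.774 and the processed signal 0.343. For LPS against PMA-Ionomycin at T4 these gave 0.389, 0.702 and 0.405, against 0.113. Camera with an estimated correlation gave p = 0.187 for the MHC class II set at T4, and 0.125 and 0.154 for the class I presentation set at T4 and T24. The fry p of class II at T4 was 0.000302 to 0.0545 on leaving out each rabbit. The mock comparison gave 2253 to 3655 genes on leaving out each rabbit. The cause was not tested.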

Differences from the paper's values

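Values of the paper are marked as the paper's. A value is called close when it lies within a factor of 1.5 of the paper's or, for a gene well above background on all arrays compared, within the spread of the rabbits. In each case the alternatives compared were set before the data were examined, unless stated.

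After LPS at T4 the number of up-regulated genes was 16 here and 35 in the paper. It came close with quantile normalization (25), normexp and quantile normalization (25) and the slide as a block (26), and not with the processed signal, dim probes left out, outlier spots kept, the deposited table, only the arrays of the comparison, the rabbit as a block, array weights, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2, without rabbit 4, without rabbit 5 and a fold change of at least 2. Genes called at both times after LPS numbered 6 here and 10 in the paper. Values close to the paper's were given by dim probes left out (10), outlier spots kept (7), the slide as a block (7), single probes (15), without rabbit 1 (9) and without rabbit 5 (10), and not by quantile normalization, the processed signal, normexp and quantile normalization, the deposited table, only the arrays of the comparison, the rabbit as a block, array weights, eBayes trend and robust, without rabbit 2 and without rabbit 4.

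After PMA-Ionomycin at T4 the number of up-regulated genes was 3891 here and 2273 in the paper. The alternatives with a value close to the paper's were the processed signal (3268), the deposited table (3319), only the arrays of the comparison (3331), without rabbit 1 (3313), without rabbit 4 (2780) and a fold change of at least 2 (1666), and those without were quantile normalization, normexp and quantile normalization, dim probes left out, outlier spots kept, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes, without rabbit 2 and without rabbit 5. At T24 it was 6351 here and 3414 in the paper. It came close with quantile normalization (4967), the processed signal (4661), normexp and quantile normalization (4917) and a fold change of at least 2 (3243), and not with dim probes left out, outlier spots kept, the deposited table, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2, without rabbit 4 and without rabbit 5. The text of the paper gives 2273 and 3414 for down-regulated probes, and its Table 1 for up-regulated ones. The number of genes up-regulated at both times was 2317 here and 1287 in the paper. Values close to the paper's were given by quantile normalization (1846), the processed signal (1674), normexp and quantile normalization (1820), the deposited table (1894), without rabbit 1 (1922), without rabbit 4 (1723) and without rabbit 5 (1918), and not by dim probes left out, outlier spots kept, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes and without rabbit 2.

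The Spearman correlation with the qRT-PCR values was 0.588 here and 0.8829 in the paper. The rule for close values would part 0.588 from 0.593, and is not applied to this correlation. Of the alternatives set before, only the processed signal moved the correlation near the paper's value (0.848). The deposited table gave 0.603, the slide as a block 0.593 and array weights 0.593. Quantile normalization gave 0.571 with and without normexp before it. Leaving out rabbits 1, 2, 4 and 5 gave 0.534, 0.564, 0.601 and 0.667. Dim probes left out, outlier spots kept, the rabbit as a block and single probes left the correlation at 0.588. With the added IFNG probe alone, chosen after seeing the values, it was 0.865, from fitted values of a probe that has only bounds.

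The files give a chromosome position for 22483 non-control spots, 36.5%, and the paper states 50443 probes with chromosome coordinates, 82%. No alternative applied.

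For single genes the fold change differed as follows. The 16 alternatives kept the naming of probes. They therefore cannot tell whether the paper averaged other probes for a gene. MMP3 at T4 after PMA-Ionomycin had 4.97 here and 33.33 in the paper. No close value came from any of the 16 alternatives run. IFNG at T4 had 2.28 here and 8.5 in the paper. Values close to the paper's were given by the processed signal (6.08), and not by quantile normalization, normexp and quantile normalization, dim probes left out, outlier spots kept, the deposited table, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2, without rabbit 4 and without rabbit 5. IFNG at T24 had 2.39 here and 12.31 in the paper. It also differed under each of the 16 alternatives run. The added IFNG probe alone, chosen after seeing the values, was not well above background on any mock array, and was at least 7.98-fold higher at T4 and at least 13-fold at T24. The log2 FC of IFNG that Additional file 8 lists was at T4 1.19 here and 3.09 in the paper. It came close with the processed signal (2.6), and not with quantile normalization, normexp and quantile normalization, dim probes left out, outlier spots kept, the deposited table, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2, without rabbit 4 and without rabbit 5. At T24 this log2 FC was 1.26 here and 3.62 in the paper. This stayed apart from the paper under each of the 16 alternatives run.

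RBP4 at T4 after PMA-Ionomycin had -19.8 here and -32.07 in the paper. The alternatives with a value close to the paper's were quantile normalization (-22), the processed signal (-45), array weights (-24.9) and without rabbit 5 (-22.2), and those without were normexp and quantile normalization, dim probes left out, outlier spots kept, the deposited table, only the arrays of the comparison, the rabbit as a block, the slide as a block, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2 and without rabbit 4. IL34 at T24 had 11.7 here and 5.91 in the paper. It came close with quantile normalization (8.64) and normexp and quantile normalization (6.9), and not with the processed signal, dim probes left out, outlier spots kept, the deposited table, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2, without rabbit 4 and without rabbit 5. IL6ST at T4 had 5.2 here and 2.93 in the paper. This stayed apart from the paper under each of the 16 alternatives run. IL18BP at T24 had -4.72 here and -1.68 in the paper. It also differed under each of the 16 alternatives run.

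HSPD1 at T24 had 12 here and 5.94 in the paper. It came close with quantile normalization (8.11) and normexp and quantile normalization (7.95), and not with the processed signal, dim probes left out, outlier spots kept, the deposited table, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2, without rabbit 4 and without rabbit 5. PSMB2 at T24 had 1.29 here and 2.21 in the paper. This stayed apart from the paper under each of the 16 alternatives run. CANX at T24 had -1.13 here and 1.59 in the paper. It also differed under each of the 16 alternatives run. HSPA4 at T24 had 2.46 here and 1.57 in the paper. It came close with quantile normalization (1.56), the processed signal (1.99), normexp and quantile normalization (1.54) and the deposited table (2.22), and not with dim probes left out, outlier spots kept, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights, eBayes trend and robust, single probes, without rabbit 1, without rabbit 2, without rabbit 4 and without rabbit 5. Of 217 fold changes of the paper compared, 11 differed and 216 had the same direction. Of the compared values 35 are bounds, which are not counted as differing where the paper's is larger. The bounds over 1.5 times smaller than the paper's value were SPRY1 at T24 (at least 2.56-fold higher, against 29.99 in the paper), SPRY1 at T4 (at least 6.02-fold higher, against 53.4 in the paper), RBP4 at T24 (at least 39.4-fold lower, against -67.53 in the paper) and ACTA2 at T24 (at least 10.1-fold lower, against -40.95 in the paper). Among measured changes with the paper's direction, the median of the log2 FC here minus the paper's was -0.0076 and -0.0201 after LPS at T4 and T24, and 0.078 and 0.144 after PMA-Ionomycin. With the deposited table, which is centred on the mean of each array while the methods state a median normalization, it was 0.0001, -0.0002, 0.0 and 0.0.

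Of 220 changes the paper reports as DE, 189 were called here and 31 were not. The alternatives that call each are in parentheses. After LPS at T4 these were CXCL11 (dim probes left out, the rabbit as a block, array weights and without rabbit 1), EVA1B (dim probes left out, the rabbit as a block, the slide as a block and array weights), NOS2 (under no alternative), CHI3L1 (dim probes left out, the rabbit as a block and array weights) and IRF5 (dim probes left out, the rabbit as a block, array weights and without rabbit 5). After LPS at T24 they were CCL4 (dim probes left out, the rabbit as a block and array weights), BPI (the rabbit as a block and without rabbit 5), CTSE (the rabbit as a block, array weights and without rabbit 1), ACP5 (the rabbit as a block), MPP1 (array weights and without rabbit 1), RAB5C (quantile normalization, normexp and quantile normalization, dim probes left out, outlier spots kept, the deposited table, the rabbit as a block, array weights, single probes and without rabbit 5), SDCCAG8 (the deposited table and array weights), TNF (quantile normalization, normexp and quantile normalization, dim probes left out, the deposited table, the rabbit as a block and single probes) and CCL27 (the processed signal, the rabbit as a block and array weights).

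After PMA-Ionomycin at T4 they were IL17RE (under no alternative), IFNGR1 (quantile normalization, normexp and quantile normalization and only the arrays of the comparison), IL3RA (the processed signal, only the arrays of the comparison and the rabbit as a block), GATA1 (quantile normalization, the processed signal, normexp and quantile normalization and the rabbit as a block) and RLA-DRB1 (the rabbit as a block). At T24 they were ILDR1 (the deposited table), CCL14 (the processed signal and the deposited table), IL1RAPL2 (the processed signal, the deposited table and without rabbit 5), IL22RA2 (the deposited table, the rabbit as a block and array weights), GATAD2B (the processed signal and the deposited table), PSMB2 (under no alternative), PSMB5 (array weights), HSPA8 (only the arrays of the comparison and array weights), CANX (under no alternative), PSMB7 (only the arrays of the comparison and array weights), HSP90B1 (dim probes left out, only the arrays of the comparison, the rabbit as a block, the slide as a block, array weights and without rabbit 4) and HSPA13 (quantile normalization, the processed signal, normexp and quantile normalization and the deposited table).

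Of 81 changes the tables of the paper report as not DE, 16 were called here, 11 after PMA-Ionomycin at T4, among them IL6, HSPD1, HSPH1, PSMB9, PSMB1, HSPA8, PSMB3, HSPA4, HSP90B1 and CD14, and 5 at T24, IFNAR1, IFNGR1, IFNAR2, IFNGR2 and CD14. For IL6 at T4, Table 5 and Additional file 8 of the paper differ, and the latter gives a rise. The paper describes CD70 as down-regulated at T4, and here it was higher in 4 of 4 rabbits. The paper places the DM genes after the DR genes in the order of repression and before DQ, and here the log2 FC of RLA-DQA at T24 was below that of HLA-DMA. The paper reports an up-regulation of CANX at T24, which was called in no alternative at that time.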

Other observations

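The tests of activation of mock cultures, exchanged arrays and the slide of mock arrays were chosen after the result was seen, and the other tests of this part before.

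Most calls after LPS at T4 were lower. A weaker signal of these arrays was tested by quantile normalization, which kept 29.6% of the lower calls, as it would with this cause, while the genes of highest brightness (class 10 of 10) had a median log2 FC of -0.0894, smaller in size than was set before for this cause. The medians of classes 7, 8 and 9 were -0.0989, -0.124 and -0.119 and those of the 4 dimmest 0.121 to 0.131, which goes with a weaker signal, so that this cause cannot be told apart from a response. The lower calls fell in rabbit 4 by 2.45 times the median fall of the other rabbits. All calls were lost without rabbit 4 but also without rabbit 2, whereas limma called 110 and 84 genes lower without rabbits 1 and 5, so that the dim array of rabbit 4 may contribute but cannot be told apart from a stronger response. With the slide as a block 324 genes were lower, which argues against the slide. A biological response of rabbits stays open.

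MHC class II genes were lower after PMA-Ionomycin at T24. The monocyte list had a median log2 FC of -2.38, with 13 of 15 genes called lower, consistent with a lower share of monocyte transcripts as a candidate explanation. It holds CD14 and S100A8, which the paper names and which LPS and PMA-Ionomycin change, and does not separate a loss of cells from regulation within cells. The B cell list had a median of -0.59, with 5 of 9 genes called lower and 1 higher, so that a lower share of B cells stays open. The slide as a block left the median log2 FC of the class II genes at -4.00 and the fry p at 9.5e-08, of a list that the paper chose on these samples. The medians of the T cell, NK cell, platelet, neutrophil and erythrocyte lists at T24 were -0.0751, 0.84, -0.0298, -1.08 and -0.0958, and that of the cell cycle list 1.91. Regulation within cells stays open.

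CXCL8 was higher after LPS in 4 of 4 rabbits at T4 and T24, with a log2 FC of 0.94 (adjusted p = 0.623) and 2.13 (adjusted p = 0.241), and did not pass the threshold. Over all arrays 0 CXCL8 spots were saturated, which excludes saturated spots as the reason.

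Other groupings of the same arrays were compared with the true one. For the numbers of DE genes in each comparison and both MHC sets at both times, 1 of 8 splits that part all pairs was as large, the true one, and 8 splits cannot give a share under 0.05. Chance can therefore not be excluded by these 8. The other 27 splits leave arrays of 1 rabbit on the same side. Over all 35 the true grouping alone was as large (1 of 35) for DE genes after LPS at T4 (next 119) and PMA-Ionomycin at T4 (1099) and T24 (146), and not after LPS at T24. There a split that does not part all pairs gave 816 genes, more than the true one. It exchanges LPS T24 of rabbit 5 and mock T24 of rabbit 1, both on slide 2. Both arrays of rabbit 1 then lie in 1 group and both of rabbit 5 in the other. A difference between these rabbits therefore enters this split. Deviations from the group means had a median correlation of 0.42 between LPS and mock arrays of the same rabbit at T24. With the slide as a block limma called 317 genes under the true grouping. The MHC lists were chosen by the paper on these arrays under the true grouping, so that splits of them are no evidence.

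Mock arrays of T4 may differ in genes that LPS moves. The correlations of each mock T4 array's deviation with the LPS effect at T24 ran from -0.48 (rabbit 4) to 0.22 (rabbit 5), and 3.3% of random gene lists spread as widely. The same test on mock T24 arrays gave 99% and did not bear the explanation out. All 24 arrays were nearest to the rabbit they are labelled with, which argues against an exchange between rabbits and leaves one within a rabbit open. Mock T4 of rabbit 1, on the slide of rabbit 4, had 0.202, and this single array leaves the slide open. Partial activation of mock cultures at T4 remains a hypothesis.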
